# miR-142 orchestrates a network of actin cytoskeleton regulators during megakaryopoiesis

**DOI:** 10.7554/eLife.01964

**Published:** 2014-05-23

**Authors:** Elik Chapnik, Natalia Rivkin, Alexander Mildner, Gilad Beck, Ronit Pasvolsky, Eyal Metzl-Raz, Yehudit Birger, Gail Amir, Itay Tirosh, Ziv Porat, Liron L Israel, Emmanuel Lellouche, Shulamit Michaeli, Jean-Paul M Lellouche, Shai Izraeli, Steffen Jung, Eran Hornstein

**Keywords:** microRNA, miR-142, actin, cytoskeleton, megakaryocytes, megakaryopoiesis, mouse

## Abstract

Genome-encoded microRNAs (miRNAs) provide a posttranscriptional regulatory layer that controls the differentiation and function of various cellular systems, including hematopoietic cells. miR-142 is one of the most prevalently expressed miRNAs within the hematopoietic lineage. To address the *in vivo* functions of miR-142, we utilized a novel reporter and a loss-of-function mouse allele that we have recently generated. In this study, we show that miR-142 is broadly expressed in the adult hematopoietic system. Our data further reveal that miR-142 is critical for megakaryopoiesis. Genetic ablation of miR-142 caused impaired megakaryocyte maturation, inhibition of polyploidization, abnormal proplatelet formation, and thrombocytopenia. Finally, we characterized a network of miR-142-3p targets which collectively control actin filament homeostasis, thereby ensuring proper execution of actin-dependent proplatelet formation. Our study reveals a pivotal role for miR-142 activity in megakaryocyte maturation and function, and demonstrates a critical contribution of a single miRNA in orchestrating cytoskeletal dynamics and normal hemostasis.

**DOI:** http://dx.doi.org/10.7554/eLife.01964.001

## eLife digest

DNA carries all the information needed for life. This includes the codes required for making proteins, as well as instructions on when, where, and how much of these proteins need to be produced. There are a number of ways by which cells control protein manufacturing, one of which is based on small RNAs called microRNAs. Before proteins are assembled, the DNA molecule is copied into a temporary replica dubbed messenger RNA. microRNAs are able to recognize specific messenger RNA molecules and block protein production.

microRNAs serve a very important regulatory role in our bodies and are involved in virtually all cellular processes, including the production of all classes of blood and immune cells. Platelets seal injuries and prevent excessive bleeding by creating a clot at the location of a wound. Platelets are produced in huge cellular factories called megakaryocytes, which need to have a flexible and dynamic internal skeleton or cytoskeleton to produce the platelets.

Chapnik et al. focus on one specific microRNA gene, which is vital for the production and the function of several classes of blood and immune cells. Chapnik et al. created a mouse model that does not produce one specific microRNA—miR-142—and found that mutant mice produced fewer platelets than normal mice. Although one possible explanation for this is that the mutant mice also had fewer megakaryocytes than normal, Chapnik et al. unexpectedly found that the number of megakaryocytes was in fact higher. However, these megakaryocytes do not reach functional maturity, which is required for platelet production. Many of the megakaryocytes made by the mutant mice were also smaller than normal and had an unusual cytoskeleton.

Using a genomic approach and molecular tools, Chapnik et al. show that miR-142 affects the production of several of the proteins responsible for the dynamic flexibility of the cytoskeleton in mature megakaryocytes. Therefore, a single microRNA can target multiple different proteins that coordinate the same pathway in the cells that are critical for clotting and hence for human health.

miR-142 has also been suggested to have important functions in blood stem cells and in blood cancer (leukemia). Therefore, the new mouse model could be used to investigate many other facets of the blood and immune system. Further research could also focus on whether the same cytoskeletal network is in charge of miR-142 activity in other blood cells, or if miR-142 silences different targets in different cells.

**DOI:** http://dx.doi.org/10.7554/eLife.01964.002

## Introduction

microRNAs (miRNAs) are single-stranded RNA molecules of 22 nucleotides in length, processed from endogenous hairpin transcripts. miRNAs provide cells with a sequence-based silencing mechanism through base-pairing of a minimal recognition sequence, called the miRNA ‘seed’ (Bartel, 2009; Carthew and Sontheimer, 2009; Fabian et al., 2010).

miRNAs control hematopoiesis and the function of both lymphoid and myeloid progeny (Chen and Lodish, 2005; Lawrie, 2007; Garzon and Croce, 2008; Navarro and Lieberman, 2010). For example, *in vivo *studies uncovered roles for miR-451 in erythropoiesis (Patrick et al., 2010; Rasmussen et al., 2010; Yu et al., 2010), for miR-223 in granulopoiesis (Johnnidis et al., 2008), for miR-150 in the commitment of multipotent myeloerythroid progenitors (Lu et al., 2008), and for miR-155 in the mammalian immune system (Rodriguez et al., 2007; Thai et al., 2007; Mann et al., 2010; O'Connell et al., 2010, 2007). Megakaryocytes (MKs) display a distinctive miRNA expression pattern (Garzon et al., 2006; Opalinska et al., 2010; Xu et al., 2012). However, functional genetic studies dissecting the role of miRNA in megakaryopoiesis are still limited.

In the present work, we focused on miR-142, a hematopoietic-specific miRNA, which resides in a genomic locus that was previously associated with t(8;17) translocation in B-cell leukemia (Gauwerky et al., 1989). Pioneering experimental evidence has suggested miR-142 involvement in lymphocyte differentiation (Chen et al., 2004) and recently, miR-142 was also shown to play a role in the specification of definitive hemangioblasts (Lu et al., 2013; Nimmo et al., 2013), and in lymphoid and myeloid lineages (Gauwerky et al., 1989; Chen et al., 2004; Huang et al., 2009; Belz, 2013; Lagrange et al., 2013; Lu et al., 2013; Nimmo et al., 2013; Sonda et al., 2013; Sun et al., 2013; Zhou et al., 2013). Furthermore, miR-142 is involved in the compound immune response to North American eastern equine encephalitis virus (Trobaugh et al., 2014) and our work uncovered a key role for miR-142 in the maintenance of CD4^+^ dendritic cells (Mildner et al., 2013).

MK maturation is an intricate process that involves DNA replication in the absence of cytoplasmic division, termed endomitosis. Polyploid MKs also exhibit distinctive cytoskeletal rearrangements that enable the biosynthesis of platelets (also known as thrombocytes). The elaborated actin cytoskeleton of MKs is uniquely organized in a way that allows cytoplasmic proplatelet protrusions to bend and bifurcate into multiple tips, from which platelets are subsequently released to the bloodstream. Dysregulation of the actin cytoskeleton impairs the generation of mature platelets (Hartwig and Italiano, 2006; Bender et al., 2010). Accordingly, actin-modulating genes were shown to be crucial for MK maturation and have been implicated in the etiology of platelet-related disorders (Villa et al., 1995; Kajiwara et al., 1999).

We characterize miR-142-deficient mice that display an array of hematological defects, including pronounced thrombocytopenia. We show that miR-142 controls multiple facets of MK differentiation including control of cell size, ploidy, and proplatelet elaboration. Furthermore, we demonstrate that miR-142-3p controls platelet biosynthesis by orchestrating the coordinated expression of several distinct nodes in a network of actin cytoskeleton regulators. Our study reveals a novel miRNA-dependent circuit that maintains cytoskeletal integrity, and suggests that a single miRNA may broadly regulate cell function by controlling a coherent set of effectors in a given pathway.

## Results

### miR-142 controls thrombopoiesis

A miR-142^−/−^ allele was created by insertion of an exogenous gene trap sequence ∼50 bp upstream of the murine pre-miR-142. This cassette disrupted normal transcription and drove the expression of a beta-galactosidase reporter gene (Stanford et al., 2001; Hansen et al., 2008; Osokine et al., 2008; Figure 1A).

**Figure 1.**
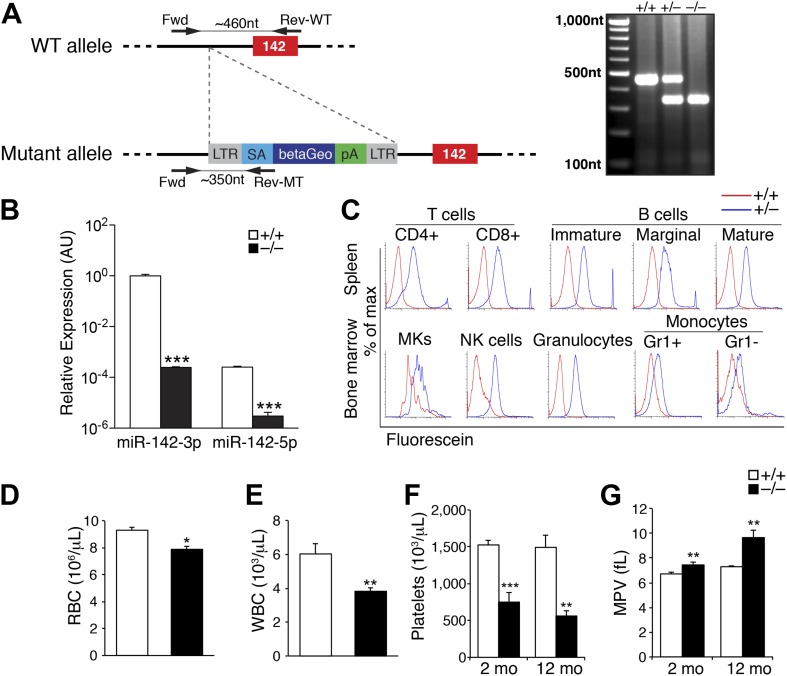
Pronounced thrombocytopenia in miR-142^−/−^ mice. (**A**) Left panel: schematic representation of the gene trap cassette targeting the murine miR-142 locus. The WT and mutant loci are shown with the gene trap-targeting vector. pre-miR-142 is shown as a red box. LTR, long terminal repeats; SA, splice acceptor; betaGeo, beta-galactosidase-Neomycin resistance fusion protein; pA, polyA signal. Right panel: Genomic PCR confirmation of miR-142 trap insertion. (**B**) Quantitative real-time (q) PCR performed on cDNA derived from peripheral blood mononuclear cells reveals nullification of miR-142-3p and miR-142-5p expression in miR-142^−/−^ animals. Representative results from one of two independent experiments are shown (mean + SEM) with three animals in each group. ***p<0.0005. (**C**) Beta-galactosidase activity in *ex vivo* hematopoietic cell populations isolated from miR-142^+/+^ (red), and miR-142^+/−^ (blue) mice as determined by fluorescence-activated cell sorting (FACS) of Fluorescein Di-beta-D-Galactopyranoside-treated cells. Assayed cell types include T-cells (CD4^+^ and CD8^+^) and B-cells (immature, marginal and mature) derived from the spleen, granulocytes, monocytes (Gr1^+^ and Gr1^−^), natural killer (NK) cells, and megakaryocytes (MKs) derived from the BM. (**D** and **E**) Significant decrease in circulating red blood cells (RBC, panel **D**) and white blood cells (WBC, panel **E**) in 2-month-old miR-142^−/−^ mice. Representative results from one of two independent experiments are shown (mean + SEM) with at least five animals in each group. *p<0.05; **p<0.005. (**F**) Significant decrease in circulating platelet numbers in 2- and 12-month-old miR-142^−/−^ mice. Representative results from one of two independent experiments are shown (mean + SEM) with at least five animals in each group. **p<0.005; ***p<0.0005. (**G**) Enlarged mean platelet volume (MPV) in 2- and 12-month-old miR-142^−/−^ mice. Representative results from one of two independent experiments are shown (mean + SEM) with at least five animals in each group. **p<0.005; ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.003 10.7554/eLife.01964.004Figure 1—source data 1.Mendelian distribution of miR-142 intercrosses.Genotypes of E14.5 and P21 offspring from miR-142^+/−^ intercrosses reveals partial perinatal or juvenile lethality in miR-142^−/−^ mice. The actual and expected number of mice for each genotype at the indicated stages is shown.**DOI:** http://dx.doi.org/10.7554/eLife.01964.004

**Figure 1—figure supplement 1.**
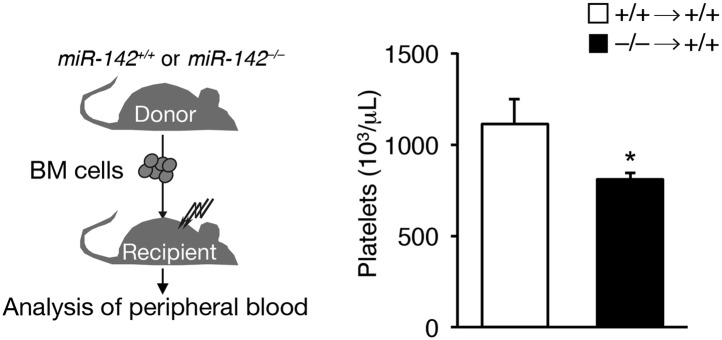
miR-142 hematopoietic-intrinsic expression is required for thrombopoiesis. Schematic diagram of the experimental design for re-introduction of miR-142^−/−^ BM into lethally irradiated WT mouse recipient (left panel), which results in reduced platelet counts relative to controls, 6 weeks after transfer (right panel). Data are gained from four animals per group (mean + SEM) *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.01964.005

To confirm miR-142 nullification, we collected circulating mononuclear cells from peripheral blood of homozygous mutant mice and wild-type (WT) littermates. miR-142-3p is the guide strand from the miR-142 hairpin, whereas the sister ‘passenger’ miR-142-5p strand is expressed in negligible levels (Nimmo et al., 2013; Figure 1B). The expression of both miR-142-3p and miR-142-5p was abolished in miR-142^−/−^ circulating blood cells as exemplified by quantitative real-time PCR (qPCR, Figure 1B).

Genotyping the progeny of miR-142^+/−^ intercrosses at embryonic day 14.5 (E14.5) revealed the predicted Mendelian distribution of miR-142^+/+^, miR-142^+/−^, and miR-142^−/−^ embryos. However, postnatal survival at 3 weeks of age of miR-142 homozygous offsprings was lower than expected (18% instead of 25%), demonstrating that roughly a third of miR-142^−/−^ mice died perinatally (Figure 1—source data 1). Surviving miR-142^−/−^ mice did not display overt physical abnormalities, were fertile, and bred normally.

To comprehensively characterize miR-142 expression pattern, we performed a fluorescence-based semi-quantitative detection of beta-galactosidase activity in viable hematopoietic cells. In accordance with previous reports (Lagos-Quintana et al., 2002; Chen et al., 2004; Ramkissoon et al., 2006; Merkerova et al., 2008), this study revealed pan-hematopoietic activity of the miR-142 promoter, which drove the expression of a LacZ transgene from the endogenous miR-142 locus in all lymphoid and myeloid lineages examined (Figure 1C).

To assess the impact of miR-142 loss *in vivo*, we performed complete blood counts that revealed reduced numbers of erythrocytes and white blood cells in miR-142^−/−^ animals relative to WT littermates (Figure 1D,E). Interestingly, at 2 months of age, miR-142^−/−^ mice displayed a striking ∼50% decrease in platelet counts and a ∼10% increase in mean platelet volume (MPV), relative to controls (Figure 1F,G). Thus, miR-142^−/−^ animals suffer from macrothrombocytopenia. The reduction in platelet numbers and the concordant increase in platelet size were even more pronounced when analyzed at 1 year of age (Figure 1F,G).

In addition, lethally irradiated WT mice, which were reconstituted with miR-142^−/−^ bone marrow (BM) cells and analyzed 6 weeks following transfer, showed platelet paucity relative to controls that were reconstituted with WT BM cells (Figure 1—figure supplement 1). However, the decrease in platelet numbers in this model was less significant compared to that demonstrated in germline miR-142-deficient mice (Figure 1F), plausibly due to contribution of WT cells. Taken together, these data demonstrate that hematopoietic-specific miR-142 activity is required for normal platelet production.

### Perturbed myeloerythroid development in the absence of miR-142

We hypothesized that the diminished numbers of circulating platelets might stem from a defect in the development of MKs. First, we confirmed that miR-142-3p is the functional dominant ‘guide’ strand in MKs, and that both sister miR-142 species are nullified in miR-142^−/−^ MKs (Figure 2—figure supplement 1A). We also confirmed that the expression of *Bzrap1*, a regulator of synaptic transmission (Chardenot et al., 2002; Mittelstaedt and Schoch, 2007) positioned 3.5 Kb downstream of miR-142, is unchanged in miR-142^−/−^ MKs (Figure 2—figure supplement 1B).

To gain insight into the impact of miR-142 nullification on early MK development, we performed a high-resolution flow cytometry assay for the characterization of myeloerythroid progenitors (Pronk et al., 2007; Pronk and Bryder, 2011). The numbers of miR-142^−/−^ bipotent MK-erythroid precursors (PreMegEs) were marginally increased relative to controls (Figure 2A,B). In contrast, the direct descendants of PreMegEs, namely the unipotent MK-progenitors (MkPs), which further give rise to mature MKs, were significantly increased in miR-142^−/−^ animals, relative to WT controls (Figure 2A,B). Intriguingly, the expression levels of regulatory markers of MK development remained largely unchanged in miR-142^−/−^ PreMegEs and MkPs, relative to WT controls (Figure 2C,D).

**Figure 2.**
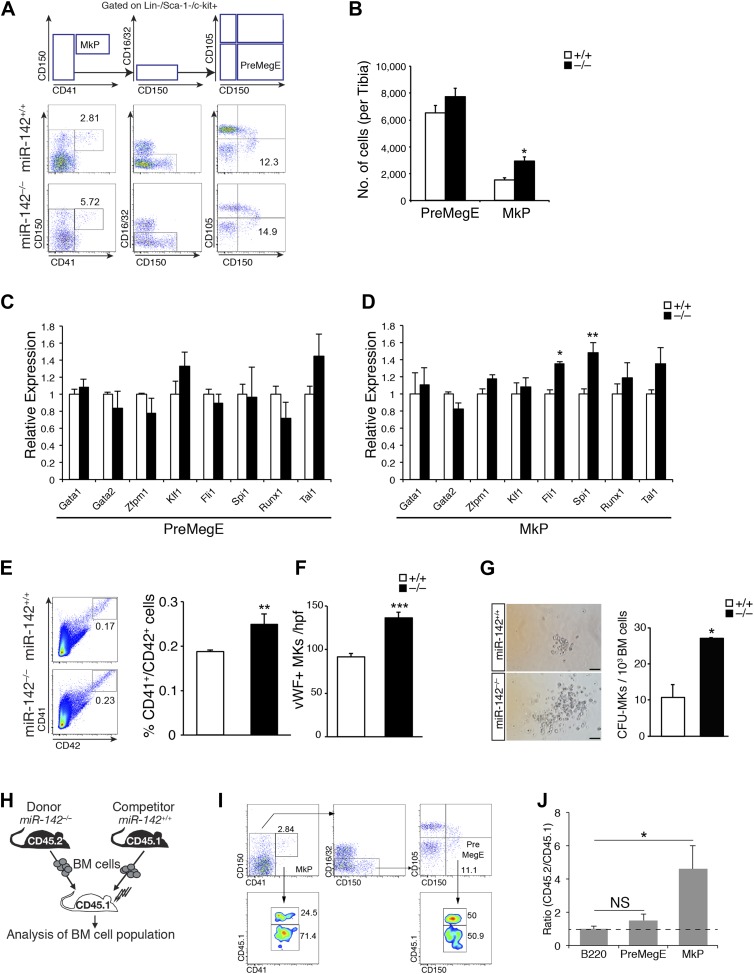
Perturbed myeloerythroid development in the absence of miR-142. (**A**) Diagram of gating strategy used to define the myeloerythroid progenitor populations (top panel), and representative FACS profiles of mutant miR-142^−/−^ and WT BM cells (bottom panels). (**B**) Flow cytometric analysis of whole tibia BM-resident mega-erythroid progenitors (PreMegE; lin^−^c-kit^+^CD150^+^CD105^−^CD41^−^) and MK progenitors (MkP; lin^−^c-kit^+^CD41^+^), of 2-month-old animals. miR-142 deficiency results in increased MkP numbers and only modest, insignificant, changes in PreMegEs. Representative results from one of two independent experiments (mean + SEM) with at least three animals per group. *p<0. 05. (**C** and **D**) qPCR expression analysis of critical regulators of MK development: GATA binding protein 1 (Gata1), GATA binding protein 2 (Gata2), zinc finger protein, multitype 1 (Zfpm1), Kruppel-like factor 1 (Klf1), Friend leukemia integration 1 (Fli1), spleen focus forming virus proviral integration oncogene (Spi1), Runt-related transcription factor 1 (Runx1), and T cell acute lymphocytic leukemia 1 (Tal1) in miR-142^−/−^ PreMegEs (**C**) and MkPs (**D**), relative to controls. Data normalized to Hprt expression and to the mRNA expression in WT controls and presented as mean + SEM. *p<0.05; **p<0.005. (**E**) Left panel, representative FACS profiles of mutant miR-142^−/−^ and WT BM cells. Right panel, gating CD41^+^/CD42^+^ cells out of total BM, reveals increased mutant miR-142^−/−^ MK numbers relative to WT controls. Representative results from one of two independent experiments (mean + SEM), at least three animals in each group. **p<0.005. (**F**) Increased numbers of von Willebrand factor (vWF)-positive MKs per high power field (hpf) in miR-142^−/−^ BMs, relative to WT controls. Representative results from one of two independent experiments (mean + SEM), four cross-sections measured from each group. ***p<0.0005. (**G**) Left panel, CFU–MK assays demonstrate increased miR-142^−/−^ MK numbers per colony. Scale bars, 50 μm. Right panel, increased numbers of MkPs in miR-142^−/−^ BM, revealed by CFU–MK colony formation assay. Representative results from one of two independent experiments (mean + SEM), two biological samples in each group. *p<0. 05. (**H**) Schematic representation of the experimental design for competitive repopulation assay. (**I**) Representative FACS profiles for chimeric animals in competitive repopulation assay: [miR-142^−/−^ (CD45.2)/WT (CD45.1) > WT (CD45.1)]. Flow cytometry performed 6 weeks after transplantation. (**J**) Quantification of CD45.2/CD45.1 ratios, calculated for each gate in three different animals. Dashed line indicates ratio of 1. Values >1 indicate that miR-142^−/−^ (CD45.2) mutant cells out-compete WT (CD45.1) cells, whereas values <1 reveal the advantage of WT (CD45.1) cells. The CD45.2/CD45.1 ratio for B220-positive cells served as control. Representative results from one of two independent experiments (mean + SEM), three animals in each group. *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.01964.006

**Figure 2—figure supplement 1.**
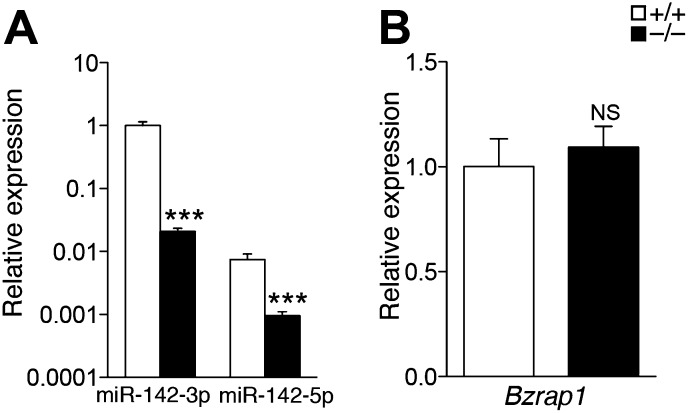
Gene expression in miR-142^−/−^ MKs. (**A** and **B**) qPCR expression analyses confirm nullification of miR-142-3p and miR-142-5p (**A**) and similar *Bzrap1* expression (**B**) in miR-142^−/−^ MKs, relative to WT controls. Representative results from one of two independent experiments (mean + SEM), three animals in each group. ***p<0.0005; (NS) not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01964.007

**Figure 2—figure supplement 2.**
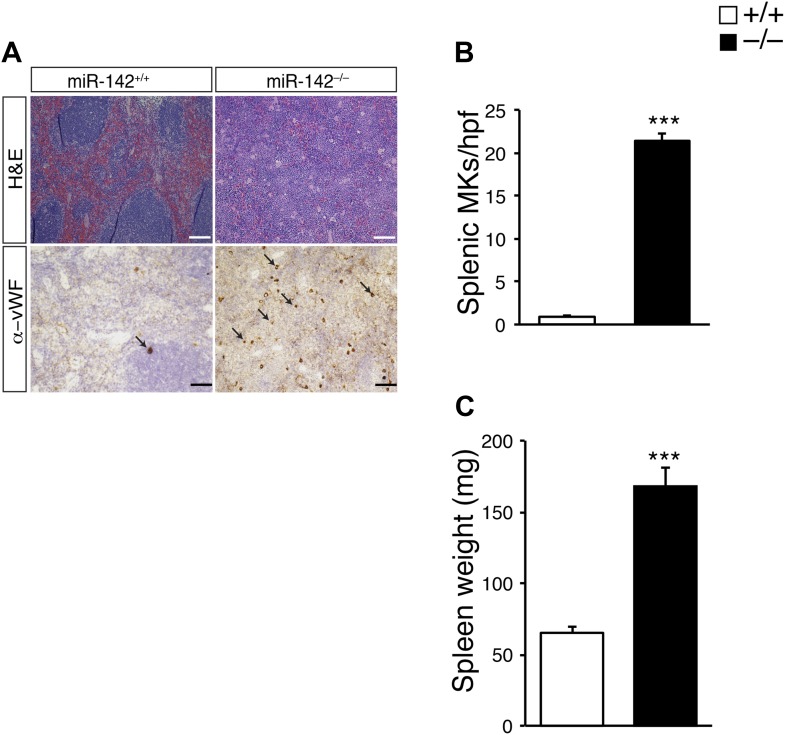
Splenomegaly and increased numbers of splenic MKs in miR-142^−/−^ mice. (**A**) Representative spleen sections were stained with hematoxylin and eosin (H&E, top panel) and anti-von Willebrand Factor (anti vWF; bottom panel). Arrows indicate MKs. Scale bars, 100 μm. (**B**) A significant increase in the number of splenic megakaryocytes per high power field (hpf) is observed in miR-142^−/−^ mice. Data are obtained from four animals in each group (mean + SEM). ***p<0.0005. (**C**) Splenomegaly is detected in miR-142^−/−^ mice. Data are obtained from four animals in each group (mean + SEM). ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.008

The observed expansion of MkPs in miR-142 mutants was further supported by a concordant elevation in the numbers of CD41^+^/CD42^+^ miR-142^−/−^ MKs relative to WT controls (Figure 2E).

We next investigated the numbers of MKs *in situ,* by immunohistochemical staining of femoral BM sections against von Willebrand Factor (vWF), which is specifically expressed in MKs from an early stage of differentiation (Tomer, 2004). miR-142^−/−^ mice displayed a ∼50% increase in the numbers of vWF-positive MKs, relative to WT littermates (Figure 2F). Noteworthy, miR-142^−/−^ mice exhibited splenomegaly and a marked elevation in the number of splenic MKs, relative to control littermates, suggesting extramedullary thrombopoiesis (Figure 2—figure supplement 2).

To further confirm the expansion of miR-142^−/−^ MkPs, we employed a colony forming unit-megakaryocyte (CFU-MK) assay that quantifies the MkP numbers in the BM. We observed higher numbers of CFU-MK colonies of miR-142^−/−^ BMs, relative to WT controls (Figure 2G, right panel). Furthermore, each miR-142^−/−^ colony typically harbored more cells than control colonies (Figure 2G, left panel).

To elucidate whether MkP expansion represented a cell-intrinsic phenomenon, we employed a competitive repopulation experiment (Figure 2H). Thus, we injected CD45.2^+^/miR-142^−/−^ and congenic CD45.1^+^/WT BM cells in equal numbers into lethally irradiated CD45.1^+^ recipient mice. The reconstituted BM populations were analyzed for 6 weeks following transplantation. Cells expressing the pan-B-cell marker, B220, were equally represented by CD45.2^+^/miR-142^−/−^ and CD45.1^+^/WT genotypes and served as engraftment controls. CD45.2^+^/miR-142^−/−^ PreMegE levels showed a mild increase relative to CD45.1^+^/WT counterparts, confirming that this population is not appreciably affected by the loss of miR-142 (Figure 2I,J). In contrast, CD45.2^+^/miR-142^−/−^ MkPs were over-represented in chimeric BMs at a ratio of ∼5:1 relative to CD45.1^+^/WT MkPs (Figure 2I,J). Thus, the MkP expansion observed in miR-142^−/−^ BM is cell-autonomous. Taken together, these data suggest that miR-142 activity regulates the differentiation of the MK lineage in a cell-intrinsic manner.

### Incomplete MK maturation in the absence of miR-142

The observed elevation in miR-142^−/−^ MK frequency was unexpected, because increased MK numbers are usually correlated with higher platelet counts (Schafer, 2004). Thus, since the pronounced thrombocytopenia in miR-142-deficient mice was not caused due to a lack of MKs, we hypothesized that it may result from a block in MK maturation. An initial clue that miR-142^−/−^ MKs were premature, came from the observation that the average size of vWF-positive miR-142^−/−^ MKs in the femoral BM was smaller than that of WT MKs. Indeed, miR-142^−/−^ MKs showed a ∼25% reduction in sectional area, relative to WT counterparts (Figure 3A,B).

**Figure 3.**
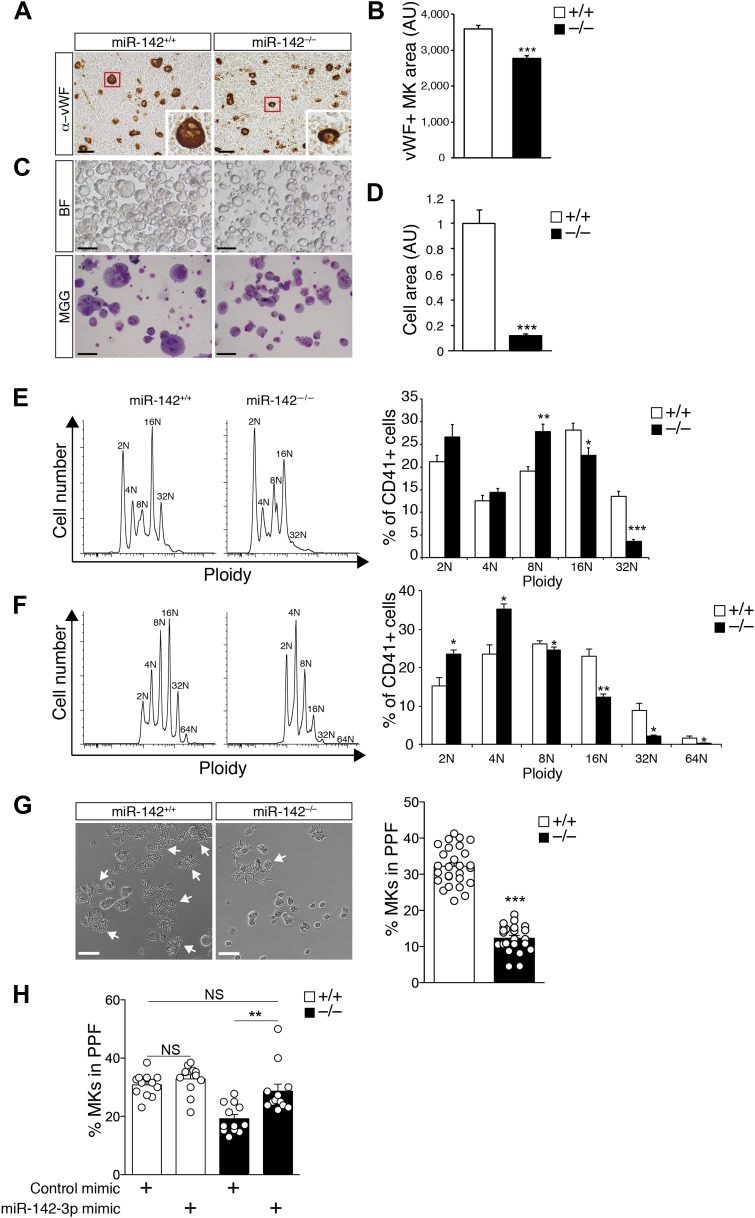
Impaired maturation of miR-142^−/−^ MKs. (**A**) Representative BM sections of miR-142^−/−^ vs WT controls, stained with anti-von Willebrand Factor (anti vWF). In the bottom right corner of each section there is an enlarged image of a representative vWF-positive MK. Scale bars, 50 μm. (**B**) Reduced diameter of vWF-positive MKs in miR-142^−/−^ BM relative to WT controls. Representative results from one of two independent experiments (mean + SEM). Data collected from four cross-sections measured and >100 cells per group. ***p<0.0005. (**C**) Representative brightfield (BF, top panel) and May–Grünwald Giemsa-stained (MGG, bottom panel) micrographs of FL-derived MK cultures, following enrichment by a BSA density gradient. Scale bars, 100 μm. (**D**) Size quantification of FL-derived MK, measured as pixel area and normalized to WT controls, reveals reduction of miR-142^−/−^ MK cell area. Representative results from one of two independent experiments (mean + SEM), >20 cells measured per group. ***p<0.0005. (**E**) Representative FACS plot of DNA content analysis for FL-derived MKs stained for CD41 and DAPI (left) and quantification of ploidy in FL-derived MKs, presented as a percentage of cells out of total CD41^+^ cells (right). AU, arbitrary units. Representative results from one of two independent experiments (mean + SEM) ≥4 animals in each group. *p<0.05; **p<0.005; ***p<0.0005. (**F**) Representative FACS plot of DNA content analysis for BM-derived MKs stained for CD41 and DAPI (left) and quantification of ploidy in BM-derived MKs, presented as percentage of cells out of total CD41^+^ cells (right). AU, arbitrary units. Representative results from one of two independent experiments are shown (mean + SEM) ≥4 animals in each group. *p<0. 05; **p<0.005. (**G**) Left panel: representative micrographs of proplatelet formation (PPF) in FL-derived WT or miR-142^−/−^ MKs (white arrows denote MKs extending proplatelets). Scale bars, 50 μm. Right panel: quantification revealed reduced PPF levels in miR-142^−/−^ FL-derived MKs. Representative results from one of two independent experiments a (mean ± SEM), three animals in each group, each animal represented by 7–9 experimental repeats in distinct wells and each dot is a representation of a single well. ***p<0.0005. (**H**) Re-introduction of miR-142-3p using dsRNA mimetics was sufficient to restore WT PPF levels to miR-142-deficient differentiated MKs. Overexpression of miR-142-3p mimic did not result in significant increase in PPF levels in WT MKs. Each dot represents data from a single well. **p<0.005; (NS) not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01964.009

**Figure 3—figure supplement 1.**
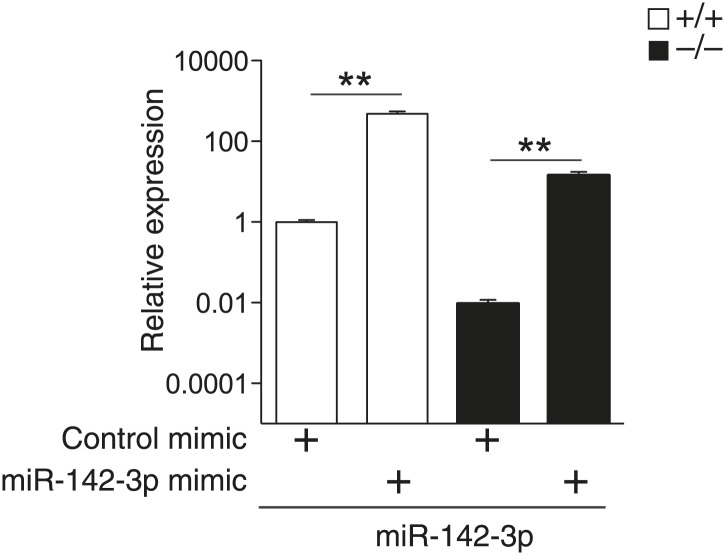
miR-142-3p expression in differentiated MKs following transfection of dsRNA mimetics. qPCR expression analyses confirm overexpression of miR-142-3p in WT and miR-142^−/−^ FL-derived MKs transfected with miR-142-3p mimic, relative to MKs transfected with control mimics. **p<0.005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.010

We then differentiated MKs from E14.5 fetal liver (FL), under defined *ex vivo* conditions, as previously described (Shivdasani and Schulze, 2005). After 4 days in culture, FL-derived miR-142^−/−^ MKs exhibited smaller cell size, compared to control MKs (Figure 3C,D).

Polyploidization is an additional important feature of MK maturity, which is associated with effective platelet production (Levine et al., 1982; Mattia et al., 2002; Ravid et al., 2002; Lee et al., 2009). We therefore tested the number of MK nuclei by flow cytometry. CD41^+^ BM-derived miR-142^−/−^ MKs, exhibited reduced overall ploidy (Figure 3E). Furthermore, the fraction of mature (≥16N) miR-142^−/−^ MKs was significantly diminished, relative to WT controls, whereas the percentage of low ploidy immature MK forms (≤8N) was higher in miR-142^−/−^ BM (Figure 3E). Similar data were gained by *ex vivo* differentiation of FL-derived MKs, whereby high ploidy number (>32) was observed in only 4% of the miR-142^−/−^ MK, relative to 12% in control MKs (Figure 3F). Thus, miR-142 is essential for normal endomitosis and reduced miR-142^−/−^ platelet numbers might result from accumulation of immature, low-polyploid MKs that are poor producers of platelets (Mattia et al., 2002).

Proplatelet formation (PPF) represents the final phase of MK maturation, culminating in platelet release into the bloodstream (Machlus and Italiano, 2013). To analyze whether miR-142 is involved in this process, we performed an *ex vivo* PPF study on FL-derived MKs. Remarkably, we observed a striking threefold reduction in miR-142^−/−^ MKs that were extending proplatelets, relative to control MKs (Figure 3G). We next re-introduced miR-142-3p into differentiated MKs, using dsRNA mimetics (Figure 3—figure supplement 1). The introduction of miR-142-3p was sufficient to recapitulate WT PPF levels in cells that are genetically miR-142-deficient (Figure 3H). Conversely, overexpression of miR-142-3p mimics in WT MKs did not yield any significant increase in PPF levels. Thus, miR-142-3p activity is essential for proper MK maturation and its loss results in defective platelet biogenesis. Furthermore, since re-introduction of miR-142-3p into miR-142^−/−^ differentiated MKs restored functional identity, we conclude that there might be a continuous requirement for miR-142-3p activity to maintain MK maturity.

### Disturbed actin cytoskeletal dynamics in the absence of miR-142

Dynamic rearrangement and organization of MK cytoskeletal structures is essential for normal megakaryopoiesis, endomitosis, and platelet production (Hartwig and Italiano, 2006; Lordier et al., 2008; Thon and Italiano, 2012). We therefore sought to characterize by confocal microscopy filamentous actin (F-actin) and tubulin in FL-derived MKs that were allowed to adhere to fibronectin for 3 hr. This analysis revealed a markedly disturbed cytoskeletal organization in miR-142^−/−^ MKs compared to WT counterparts (Figure 4A) and mutant cells displayed a more immature circular profile than WT counterparts (Figure 4B).

**Figure 4.**
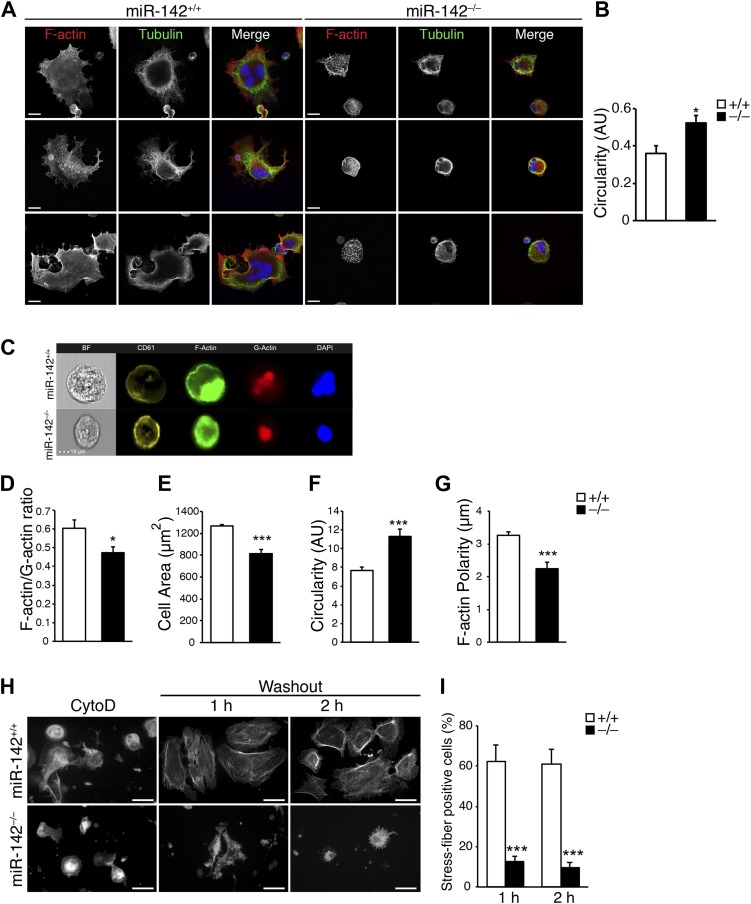
Disturbed actin cytoskeletal architecture and dynamics in the absence of miR-142. (**A**) Representative micrographs of WT and miR-142^−/−^ FL-derived MKs, cultured for 5 days with TPO and subsequently plated on fibronectin-coated cover-slips for 3 hr. F-actin (phalloidin, red), tubulin (green). The merged panels also depict DAPI in blue. Scale bars, 20 μm. (**B**) Circularity of FL-derived MKs (on an arbitrary scale of 0–1), measured using ImageJ software. miR-142^−/−^ MKs were more circular than WT controls, reflecting immaturity and relative deficiency of proplatelet-like structures. Representative results from one of two independent experiments (mean + SEM), >100 cells measured per group ***p<0.0005. (**C**) Representative flow cytometry-based single-cell images of FL-derived MKs as obtained by ImagestreamX flow cytometer, stained with anti - CD61 antibody (yellow), FITC-Phalloidin (F-actin, green), Alexa594-DNaseI (G-actin, red) and DAPI (blue). Scale bar, 10 μm. (**D**–**G**) Reduced F-actin/G-actin ratio in FL-derived MKs (**D**), reduced cell area (**E**), increased circularity (**F**), and increased F-actin polarity (**G**), in miR-142^−/−^ MKs relative to WT controls revealed by Imagestream analysis. Four animals per group (mean + SEM). *p<0.05; ***p<0.0005. (**H**) Representative micrographs of WT and miR-142^−/−^ MKs stained with Phalloidin–Rhodamine for detection of actin stress fibers after cytochalasin D (CytoD) washout. Left panel depicts MKs stained following 30 min of CytoD treatment. Middle and right panels depict MKs stained 1 hr and 2 hr after CytoD washout, respectively. Scale bars, 50 μm. (**I**) The fraction of WT MKs exhibiting stress fibers at 1 hr and 2 hr after CytoD washout is larger relative to miR-142^−/−^ MKs. Representative results from one of two independent experiments (mean + SEM), >50 cells counted in each group. ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.011

Accordingly, ImagestreamX flow cytometery revealed a lower ratio of filamentous to globular (F/G) actin in miR-142^−/−^ CD61^+^ MKs than in control MKs (Figure 4C,D). This analysis reaffirmed that miR-142^−/−^ MKs are smaller in size, more circular and exhibited a more homogenous F-actin distribution than controls (Figure 4E–G).

Finally, we performed a cytochalasin D (CytoD) washout study, which followed the re-assembly of actin filaments after forced depolymerization (Figure 4H). The number of miR-142^−/−^ MKs that were able to create stress-fibers following treatment with CytoD was significantly lower, relative to control MKs (Figure 4I). Collectively, these data reveal that miR-142 is pivotal for normal actin dynamics and architecture in MKs.

### miR-142-3p targets a group of actin cytoskeleton regulators during megakaryopoeisis

To determine the molecular mechanism for miR-142-mediated control of megakaryocytic development, we performed a genome-wide study for the identification of differentially expressed genes in miR-142^−/−^ vs WT differentiated MKs. This study revealed that roughly 800 mRNAs were significantly deregulated due to loss of miR-142 (Figure 5A). 

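The miR-142 probeset read 8.97 and 9.14 (log2) on the 2 WT arrays and 4.62 on each of the 2 arrays of miR-142-/- MKs. The reading fell by 4.44 as measured on the log2 scale (standard error 0.09, adjusted p = 1.6e-05 from limma with Benjamini-Hochberg adjustment over 19938 genes). The miR-142-/- readings lay below the lower quartile of all probesets (4.86 and 4.87) and were not shown to be above background, so the size of the fall is a lower bound. The gene trap lies upstream of the hairpin. The probeset was identified by its gene symbol, and where its probes lie relative to the insertion was not examined. The MK gene Pf4 (platelet factor 4) read 13.2 and 13.2 on the WT arrays and 13.2 and 13.3 on the miR-142-/- arrays. Not all MK genes were level. Of 29 measured MK and platelet genes, 10 were lower in miR-142-/- MKs, 1 was higher and 18 did not pass an adjusted p under 0.05 from limma. RNA of FL-derived MKs was hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per biological replicate, with 2 replicates per genotype. The cells came from E14.5 FL and were cultured with TPO at 50 ng/ml. The methods give murine TPO, 4 to 5 days of culture and a BSA density gradient for FL-derived MKs, whereas the sample labels name recombinant human TPO. Neither states the gradient for the array samples in particular. The values are the authors' log2 expression values, and the submitters' processing notes name Affymetrix Expression Console and GCRMA. Array medians over all 35557 probesets lay between 6.33 and 6.36. The Pearson correlation over probesets was 0.995 between the 2 WT arrays, 0.996 between the 2 miR-142-/- arrays and 0.983 to 0.984 between genotypes. Of the probesets, 21789 carried exactly 1 gene symbol, 1621 carried several and 12147 were not listed in the platform annotation. Each gene was taken at its brightest probeset with a single symbol, and miR-142-/- was compared with WT in limma without a filter on dim genes. With 2 arrays per genotype, an exact permutation test of a single gene cannot go below p = 0.333 (two-sided), so the adjusted p-values rest on the spread that limma shares across genes.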

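Of 19938 genes, 359 were more than 2-fold higher and 411 more than 2-fold lower in miR-142-/- MKs at an unadjusted p under 0.05 from limma, 770 in all. The largest rise was that of Kcnd3, a voltage-gated potassium channel subunit, from 5.71 ± 0.03 in WT to 9.87 ± 0.03 in miR-142-/- MKs (log2, SD, n = 2 each), which is 17.8-fold. Osr2, a zinc finger transcription factor, was 13.8-fold higher, Arg1 (arginase 1) 12.3-fold higher and Lpar1, a lysophosphatidic acid receptor, 9.33-fold higher. After miR-142 itself, the largest fall was that of Hsd3b6, a hydroxysteroid dehydrogenase, from 9.80 ± 0.29 to 5.55 ± 0.19, which is 19.1-fold. It was followed by Ambp, Ttr, Afp and Rbp4, which encode proteins that hepatocytes secrete. No detection call was made, and the WT values of Kcnd3, Osr2, Arg1 and Lpar1 and the miR-142-/- value of Hsd3b6 lay below the median of all genes on each array (6.79 to 6.84), so the folds and their order hold as measured and are not exact.
Hepatocyte and neutrophil markers moved with the genotype. Of 18 measured hepatocyte markers, 12 were lower in miR-142-/- MKs, 1 (Dlk1) was higher and 5 did not pass (12 lower and 1 higher when adjusted over the list alone). Alb read 11.8 and 11.6 on the WT arrays against 7.38 and 9.77 on the miR-142-/- arrays, and its fall did not pass without WT replicate 1 (adjusted p = 0.057 from limma) or with an intensity trend and robust hyperparameters (adjusted p = 0.11). Of 23 neutrophil and granule markers, 20 were lower, none was higher and 3 did not pass (23 lower when adjusted over the list alone), among them Retnlg at 7.99 and 8.49 against 5.09 and 5.15.
The number of genes higher in miR-142 KO MKs at adjusted p under 0.05 from limma was 2443, and that of genes lower in miR-142 KO MKs at adjusted p under 0.05 was 2473. These counts fell to 1265 and 1213 without miR-142-/- replicate 1 and to 1337 and 1283 without miR-142-/- replicate 2. With an unmoderated linear model per gene no gene passed, while 333 genes were more than 2-fold higher and 355 more than 2-fold lower at an unadjusted p under 0.05.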

Sylamer analysis (van Dongen et al., 2008) of microarray data, from WT and miR-142^−/−^ FL-derived MKs, uncovered a highly significant enrichment for the 7- and 8-mer seeds of miR-142-3p among genes that were up-regulated in miR-142^−/−^ MKs (Blue lines; Figure 5B). However, such enrichment was not evident for any other miRNA including the sister miRNA, miR-142-5p (Green lines; Figure 5B), further substantiating that miR-142-3p is the dominant functional miRNA from the pre-miR-142 hairpin. Accordingly, we depicted significant up-regulation of miR-142-3p targets within the set of TargetScan predicted targets (Friedman et al., 2009; Figure 5—figure supplement 1).

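In the order from the mostly up-regulated to the mostly down-regulated gene, Kcnd3, Osr2, Arg1, Lpar1, Tmem37 and Nqo1 opened the list of 19938 genes, and Afp, Ttr, Ambp and Hsd3b6 came last before miR-142. Between these ends most genes differed little. The middle 50% of genes lay between a log2 fold change of -0.14 and 0.17, with a median of 0.03, and the median SD between replicate arrays was 0.08 in WT and 0.06 in miR-142-/- MKs. The arrays of the 2 genotypes did not overlap for 63.8% of genes, where chance alone gives 33.3%. The 3′ UTR sequences that the motif search scans along this order were not used here, so no motif count is given.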

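Among the genes of Figure 5—source data 2 that carry the TargetScan mark for miR-142-3p, 11 were measured by a probeset with a single symbol, and each of them was higher in miR-142-/- MKs. Their log2 fold changes ran from 0.72 for Sik1, a salt-inducible kinase, to 2.11 for Cfl2. In the order of all 19938 genes they stood between rank 40 (Cfl2) and rank 764 (Sik1), with Sik1 at percentile 96.2 of all log2 fold changes and the 95th percentile at a log2 fold change of 0.62. These 11 genes were listed by the study because they were higher on these and other arrays, which leaves them without weight as independent evidence of direction. The full TargetScan set of predicted targets was not used here.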

**Figure 5.**
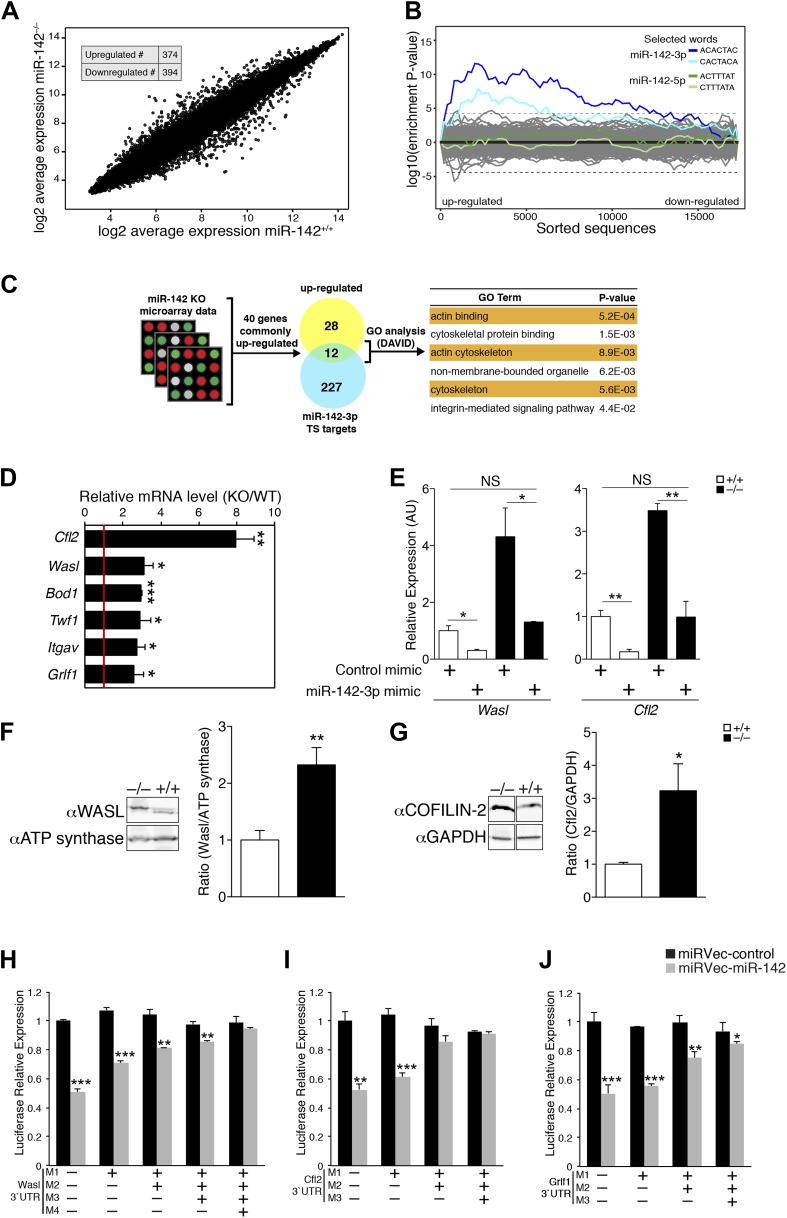
miR-142 Regulates a group of cytoskeletal regulatory genes during megakaryopoiesis. (**A**) A log2-scale scatter plot, presenting the expression of mRNAs from FL-derived WT MKs (x axis), and miR-142^−/−^ MKs (y axis). The inset table depicts the number of genes that are significantly up- or down-regulated (> 2 fold change, p<0.05). (**B**) Enrichment landscape plot for all 876 7mer motifs complementary to canonical mouse miRNA seed regions, gained by Sylamer analysis (van Dongen et al., 2008). Sorted 17,000 gene list ordered from mostly up-regulated to mostly down-regulated in the miR-142^−/−^ MKs on the x axis reveal the enrichment of only two motifs, which are both corresponding to the expected impact of miR-142-3p ‘seed’ on MK transcriptome (blue, 7mer–m8; light blue, 7mer–A1). miR-142-5p seed motifs are not enriched (green, 7mer-m8; light green, 7mer-A1). Horizontal dotted lines represent a Bonferroni-corrected p value threshold of 0.05. (**C**) A schematic representation of bioinformatic pipeline. Genes that were commonly and significantly up-regulated in three expression arrays of miR-142^−/−^ hematopoietic cells (CD24^+^ *in vitro*-derived dendritic cells [DCs], CD24^−^ DCs and MKs), were superimposed with miR-142-3p TargetScan (TS)-predicted target genes. The resultant list was subjected to GO analysis using the DAVID bioinformatic tool. The majority of enriched GO categories were annotated to cytoskeletal and actin-binding genes. (**D**) qPCR expression analysis of a novel set of miR-142-3p target mRNAs: Cofilin-2 (Cfl2), Wiskott–Aldrich syndrome-like (Wasl), Biorientation of chromosomes in cell division 1 (Bod1), Twinfilin-1 (Twf1), Integrin alpha V (Itgav) and Glucocorticoid receptor DNA binding factor 1 (Grlf1) genes in miR-142^−/−^ MKs, relative to controls, normalized to Hprt expression and to the mRNA expression in WT controls. Data are presented as mean + SEM. *p<0.05; **p<0.005; ***p<0.0005. (**E**) Reintroducing miR-142-3p using dsRNA mimetics was sufficient to restore Wasl (left panel) and Cfl2 (right panel) expression levels in miR-142-deficient differentiated MKs (black bars). In addition, overexpression of the miR-142-3p mimic resulted in significant reduction of Wasl (left panel) and Cfl2 (right panel) expression levels in WT MKs (white bars). *p<0.05; **p<0.005; (NS) not significant. (**F** and **G**) Western blot analysis of representative miR-142-3p target genes. Cell lysates from WT and miR-142^−/−^ FL-derived MKs were subjected to SDS-polyacrylamide gel electrophoresis. WASL (**F**) and COFILIN-2 (**G**) were immunodetected and assessed by densitometry (right panel in **F** and **G**). ATP-synthase and GAPDH are indicators of protein loading levels, respectively (left panels in **F** and **G**). Representative results from one of two independent experiments (mean + SEM), four biological samples in each group. *p<0.05; **p<0.005. (**H**–**J**) Relative luciferase activity of reporters that harbor the 3′UTR of novel miRNA targets: Wasl (**H**), Cfl2 (**I**), and Grlf1 (**J**). Luciferase reporter activity is repressed by transfection of miR-142 expression vector (gray bars) in HEK-293T cells, whereas reporters that harbor a mutated version of the 3′UTR are insensitive to miR-142. Data normalized to the activity of firefly luciferase that is co-expressed from the dual reporter and to a negative control miRNA vector and presented as mean + SEM. *p<0.05; **p<0.005; ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.012 10.7554/eLife.01964.013Figure 5—source data 1.GO analysis for differentially regulated genes (>twofold) in miR-142^−/−^ MKs.**DOI:** http://dx.doi.org/10.7554/eLife.01964.013 10.7554/eLife.01964.014Figure 5—source data 2.Genes commonly up-regulated (>1.5-fold) in miR-142^−/−^ MKs and DCs (CD24+ and CD24^−^).TargetScan predicted targets of miR-142-3p miR-142-5p are indicated.**DOI:** http://dx.doi.org/10.7554/eLife.01964.014

**Figure 5—figure supplement 1.**
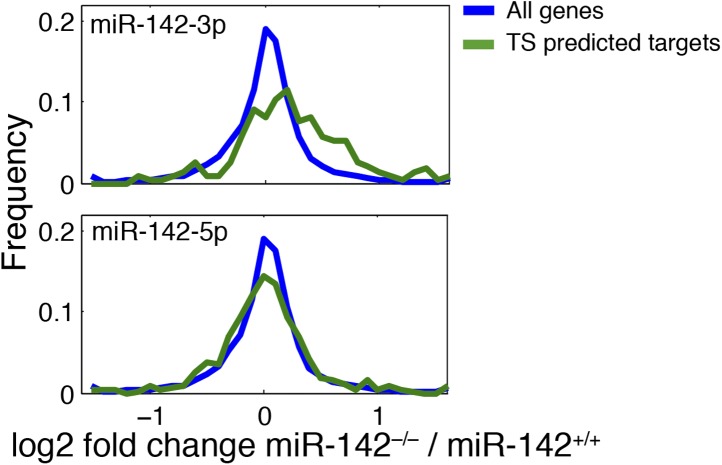
Expression distribution plot of miR-142 putative targets. miR-142-3p TargetScan-predicted targets (blue right panel) are over-represented among genes upregulated in miR-142^−/−^ FL-derived MKs (p<10E^−16^). miR-142-5p TargetScan-predicted targets (blue, left panel) show same distribution as the background. **DOI:** http://dx.doi.org/10.7554/eLife.01964.015

**Figure 5—figure supplement 2.**
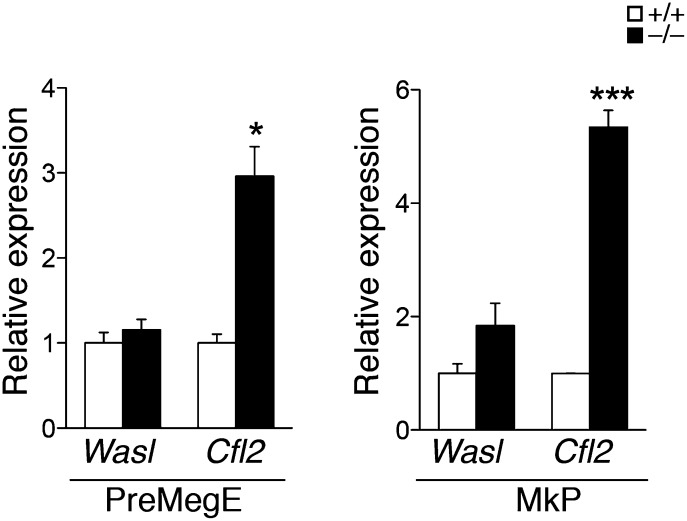
qPCR expression analysis of miR-142 putative targets in precursor cell populations. qPCR expression analysis of Wasl and Cfl2 in PreMegE (left panel) and MkP (right panel) precursor cell populations sorted from miR-142^−/−^ and WT BMs. *p<0.05; ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.016

**Figure 5—figure supplement 3.**
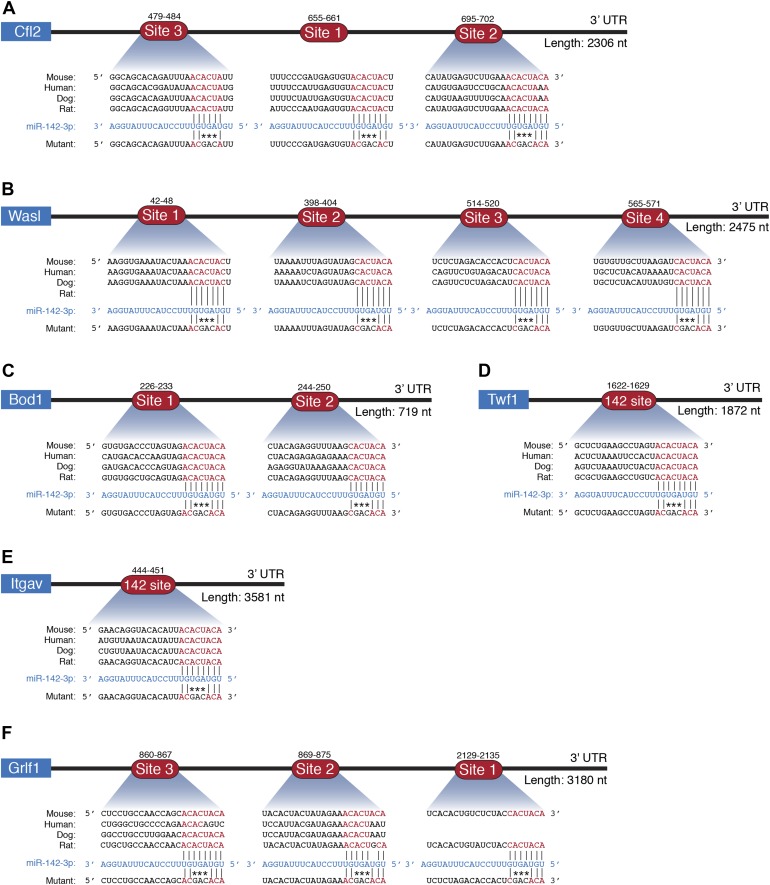
miR-142-3p directly regulates cytoskeletal genes. Schematic representations of 3′UTRs of cytoskeletal genes (**A**) Cfl2, (**B**) Wasl, (**C**) Bod1, Twf1, (**E**) Itgav, (**F**) Grfl1 with miR-142-3p binding sites and the corresponding mutations made to test direct interactions with miR-142-3p. Conserved bases within the seed region are indicated in red. Not drawn to scale. **DOI:** http://dx.doi.org/10.7554/eLife.01964.017

**Figure 5—figure supplement 4.**
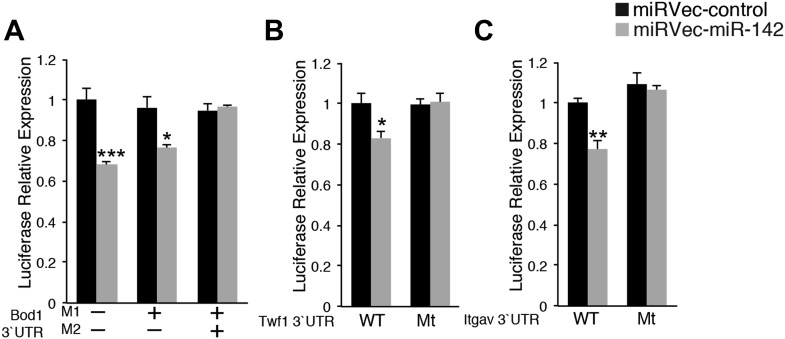
miR-142-3p directly regulates cytoskeletal genes. Relative luciferase activity of reporters that harbor the 3′UTR of novel miR-142-3p targets: Bod1 (**A**), Twf1 (**B**), and Itgav (**C**). Luciferase reporter activity is repressed by introduction of miR-142 (grey bars) into HEK-293T cells, whereas mutated reporters become insensitive to miR-142. Data are normalized to the activity of firefly luciferase that is co-expressed from the dual reporter and to a negative control miRNA vector. **DOI:** http://dx.doi.org/10.7554/eLife.01964.018

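Interferon-stimulated genes were higher in miR-142-/- MKs. Of 32 measured members, 25 were higher, none was lower and 7 did not pass (29 higher and 1 lower when adjusted over the list alone), with Ifit1 3.41-fold, the oligoadenylate synthetase-like gene Oasl2 3.32-fold and the transcription factor Irf7 3.02-fold higher (limma camera, adjusted p = 4.2e-12, and adjusted p = 0.41 with an estimated correlation). With an estimated correlation, camera has only the residual degrees of freedom of the 4 arrays. Few lists could pass it, so a list that did not pass there says little, here and below. The interferon-stimulated genes also differed between cultures of 1 genotype, being lower in replicate 1 than in replicate 2 for 30 of 32 genes in WT and 32 of 32 in miR-142-/- MKs. Immediate early and heat shock genes were also higher, with 10 of 14 higher, none lower and 4 not passing (12 higher when adjusted over the list alone), led by the heat shock gene Hspa1a at 4.85-fold (adjusted p = 3.2e-05 from camera, and adjusted p = 0.44 with an estimated correlation). Of 23 lysosomal genes, 6 were higher, among them the protease Ctsl at 2.99-fold, 1 was lower and 16 did not pass (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0091 from camera, and adjusted p = 0.37 with an estimated correlation).
Fatty acid and sterol synthesis genes were lower. Of 20 measured members, 15 were lower, none was higher and 5 did not pass (18 lower when adjusted over the list alone), with the desaturase Scd1 4.71-fold and Lss, an enzyme of sterol synthesis, 2.78-fold lower (adjusted p = 4.1e-11 from camera, and adjusted p = 0.37 with an estimated correlation). On the same arrays hepatocyte markers had a median log2 fold change of -1.60 (adjusted p = 5.3e-08 from camera, and adjusted p = 0.39 with an estimated correlation). Of 20 genes of G1/S and DNA replication, 15 were lower, none was higher and 5 did not pass (16 lower when adjusted over the list alone), among them the cyclin Ccnd2, which was 2.69-fold lower (adjusted p = 5.3e-08 from camera, and adjusted p = 0.37 with an estimated correlation). Of 28 genes of mitosis and cytokinesis, 12 were lower, 1 was higher and 15 did not pass (18 lower and 2 higher when adjusted over the list alone), with Ect2, a Rho exchange factor of cytokinesis, 1.68-fold lower (adjusted p = 0.00013 from camera, and adjusted p = 0.37 with an estimated correlation).
Of 23 genes of cytokines and inflammation, 11 were lower, 3 were higher and 9 did not pass (13 lower and 3 higher when adjusted over the list alone), with Il1b 3.46-fold lower and Cd14 2.41-fold higher (adjusted p = 0.00013 from camera, and adjusted p = 0.49 with an estimated correlation). Markers of granulocytes were lower beside them. Of 8 eosinophil markers, 7 were lower and 1 did not pass (8 lower when adjusted over the list alone), with the granule protein gene Prg2 5.40-fold lower (adjusted p = 5.2e-07 from camera, and adjusted p = 0.37 with an estimated correlation). Of 17 mast cell and basophil markers, 7 were lower, none was higher and 10 did not pass (8 lower when adjusted over the list alone), with the basophil protease Mcpt8 6.45-fold lower (adjusted p = 5.2e-05 from camera, and adjusted p = 0.37 with an estimated correlation). The lists of 25 gene groups were fixed before the data were examined; those on the immune response, interferon, lysosome and lipid synthesis were chosen after reading the GO terms of Figure 5—source data 1, which the paper drew from these MKs, so their results here are not independent evidence.

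**Figure D1:**
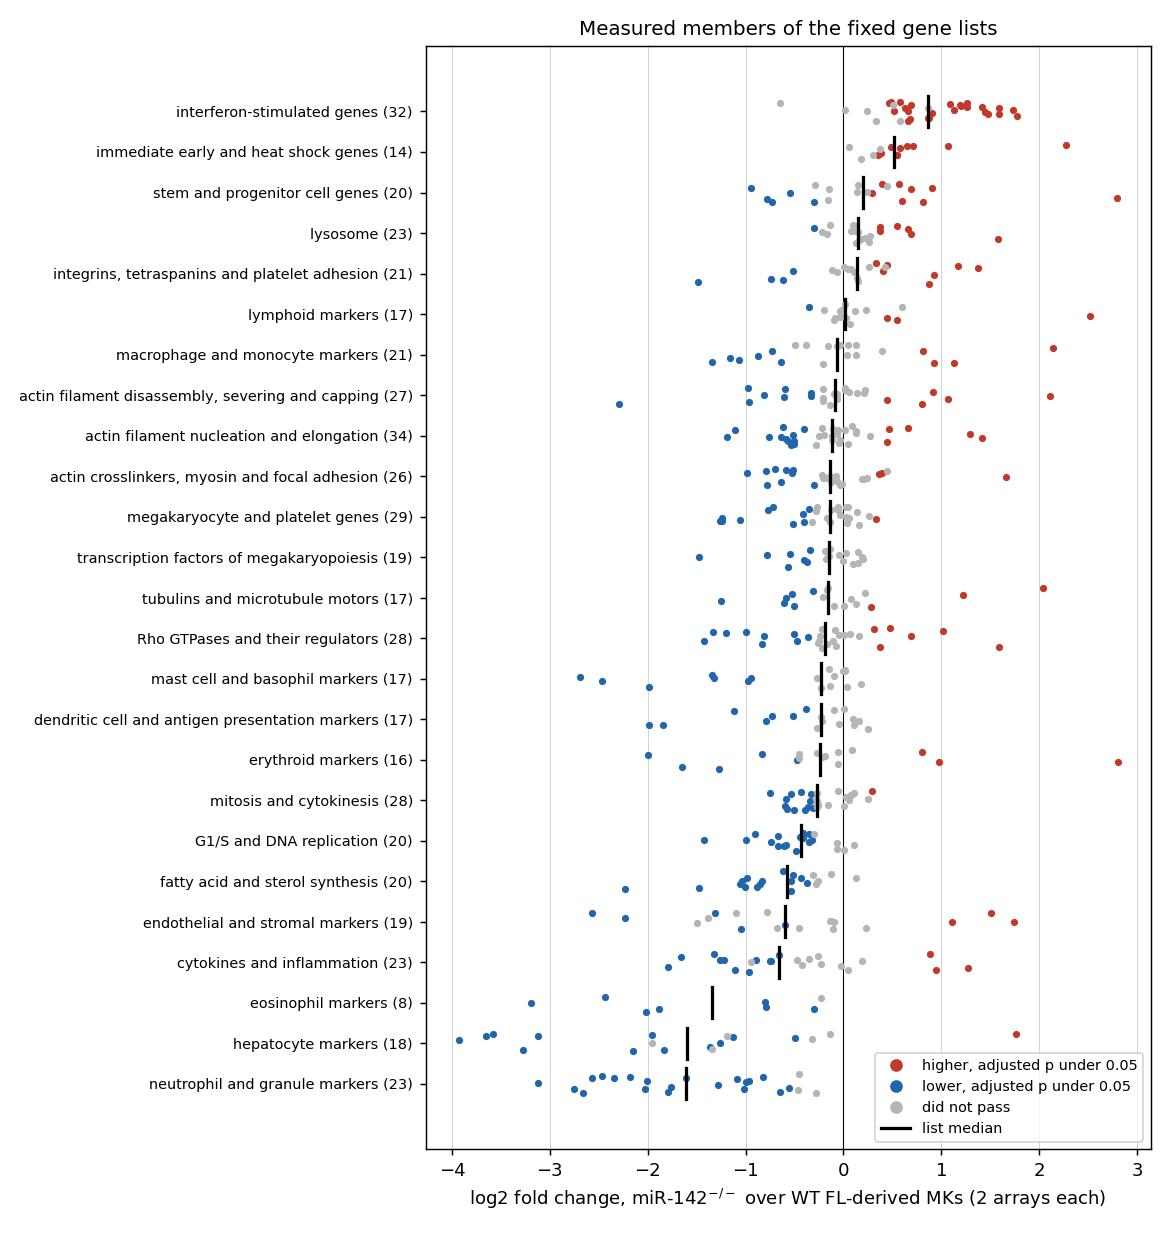
Log2 fold change (miR-142-/- over WT FL-derived MKs, x axis) of each measured member of 25 gene lists (y axis, number of measured members in brackets). Each point is 1 gene, red if higher and blue if lower at an adjusted p under 0.05 from limma and grey otherwise, and the black bar is the list median, which is 0.86 for interferon-stimulated genes and -1.61 for neutrophil and granule markers.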

Gene ontology (GO) analysis using the database for annotation, visualization, and integrated discovery (DAVID) algorithm (Huang da et al., 2009a, 2009b) revealed perturbations of a variety of cellular processes in miR-142^−/−^ MKs (Figure 5—source data 1). To enhance the power of our analysis, we next focused on targets that were commonly up-regulated in miR-142^−/−^ MKs as well as in miR-142^−/−^ CD24^+^ and CD24^-^ in vitro-derived DCs that we previously characterized (Mildner et al., 2013). Forty genes were found to be commonly up-regulated in all three miR-142^−/−^ hematopoietic cell types (Figure 5C, Figure 5—source data 2). This list is highly enriched with direct miR-142-3p putative targets (12 out of 40 genes). 

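The table of commonly up-regulated genes holds 39 rows, of which 37 were measured on the MK arrays by a probeset with a single symbol. All 37 were more than 1.5-fold higher in miR-142-/- MKs, and all 37 passed an adjusted p under 0.05 from limma over all genes and when adjusted over the list alone. Their folds ran from 1.51 for Pam, an enzyme of peptide amidation, to 6.95 for Eya1, a transcriptional co-activator, with a median of 2.01. After Eya1 came Cfl2 and then Gna11, a G protein subunit, at 3.64-fold, Lpp, a focal adhesion protein, at 3.17-fold and Wipi1, a protein of autophagosome formation, at 2.89-fold. Each of the 37 folds lay within 2% of the paper's reported value. Atp2b4 and Tsen34 were not measured by such a probeset. Because these MK arrays were among those used to draw up the table, its direction here is not independent evidence. The 2 DC arrays behind the table were not analysed here.

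**Figure D2:**
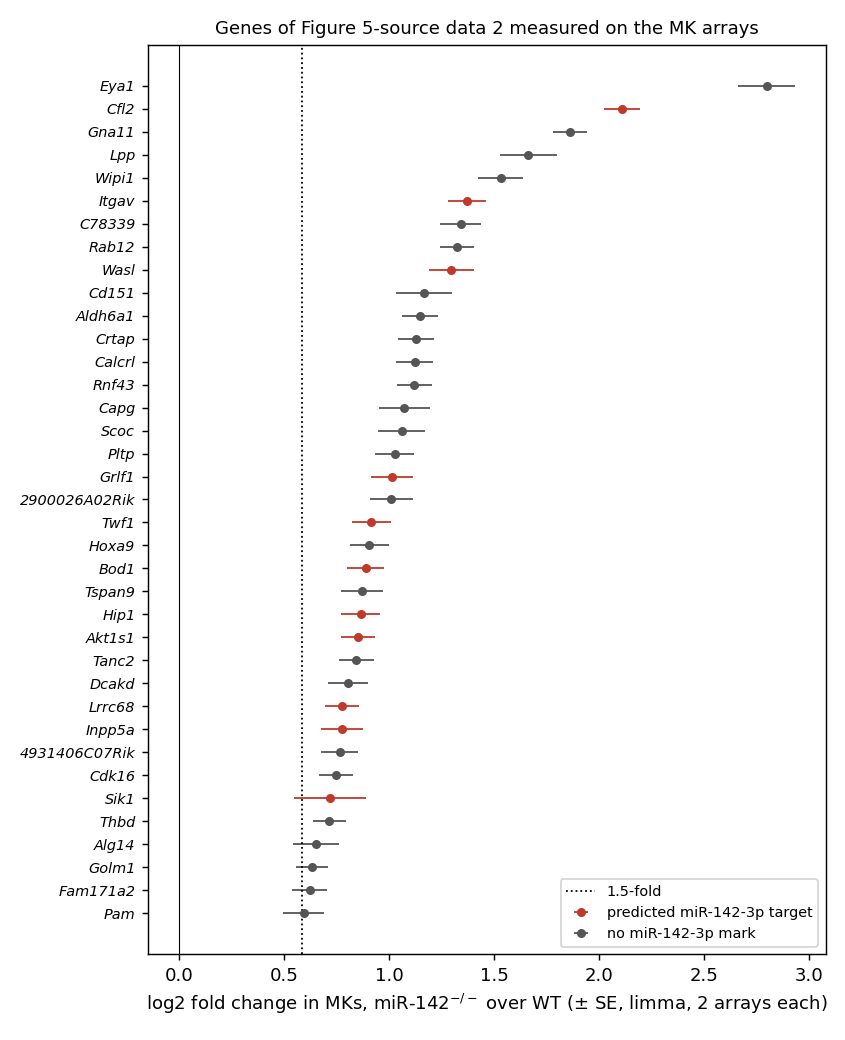
Log2 fold change in miR-142-/- over WT MKs (x axis, with the limma standard error as bars, 2 arrays per genotype) of the 37 measured genes of Figure 5—source data 2. Red points carry the miR-142-3p TargetScan mark, and all points lie to the right of the dotted line at 1.5-fold.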

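Of the 39 rows, 12 carry the mark of a conserved TargetScan site for miR-142-3p, and 11 of these were measured. Apart from the 6 genes of actin regulation, they were Hip1, a clathrin adaptor, at 1.82-fold, the mTORC1 component Akt1s1 at 1.81-fold, Lrrc68 (Ppp1r37) at 1.71-fold, the inositol phosphatase Inpp5a at 1.71-fold and Sik1 at 1.65-fold in miR-142-/- over WT MKs. Hip1 had a log2 fold change of 0.87 (standard error 0.09, adjusted p = 0.0015 from limma). For Sik1 the standard error was 0.17 and the adjusted p from limma 0.025, and it no longer passed without miR-142-/- replicate 1 (adjusted p = 0.052) or without miR-142-/- replicate 2 (adjusted p = 0.11). The 11 marked genes had a median of 1.85-fold and the 26 unmarked genes one of 2.06-fold. Both groups were admitted to the table only above 1.5-fold in these MKs and in the DCs. The 2 medians therefore cannot show whether predicted targets rose more or less than other genes.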

Subsequent DAVID analysis performed on these genes uncovered a significant enrichment for actin- and cytoskeleton-related functional GO categories (Figure 5C). Indeed, half of the dozen predicted miR-142-3p targets encode for pivotal actin cytoskeleton-associated proteins, including Cofilin-2 (Cfl2), Glucocorticoid receptor DNA binding factor 1 (Grlf1), Biorientation of chromosomes in cell division 1 (Bod1), Integrin alpha V (Itgav), Twinfilin-1 (Twf1), and Wiskott–Aldrich syndrome-like (Wasl). 

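Groups of actin genes held members that were higher and members that were lower in miR-142-/- MKs. Over all 19938 genes, 2443 were higher and 2473 lower, so calls in both directions are not particular to actin genes. Of 34 measured genes of actin filament nucleation and elongation, 5 were higher, among them Cttn (cortactin, 2.67-fold), 12 were lower, among them the formins Fmnl1 (2.27-fold) and Diaph2 (2.16-fold) and the Wasl homologue Was (1.69-fold), and 17 did not pass (6 higher and 13 lower when adjusted over the list alone). Of 27 genes of filament disassembly, severing and capping, 5 were higher, among them Capg (2.10-fold), 8 were lower, led by the severing protein gene Scin (4.91-fold), and 14 did not pass (5 and 8 when adjusted over the list alone). Of 26 genes of actin crosslinkers, myosin and focal adhesion, 3 were higher, 9 were lower, among them the filamin gene Flna (1.97-fold), and 14 did not pass (4 and 9 when adjusted over the list alone). Of 28 Rho GTPases and their regulators, 6 were higher, led by Rhoc (log2 fold change 1.58), 9 were lower, led by the exchange factor gene Arhgef6 (2.68-fold), and 13 did not pass (6 and 11 when adjusted over the list alone).
Relative to all other genes, limma camera placed the nucleation list lower (adjusted p = 0.016), as it did the crosslinker list (adjusted p = 0.023) and the Rho list (adjusted p = 0.023). With an estimated correlation these became adjusted p = 0.37, adjusted p = 0.49 and adjusted p = 0.37. Without dim genes, which leaves fewer genes as background, the nucleation, crosslinker and Rho lists did not pass either. For the disassembly list camera gave adjusted p = 0.20. Neutrophil and granule markers were lower on the same arrays (adjusted p = 3.3e-14 from camera, and adjusted p = 0.37 with an estimated correlation). Without WT replicate 1 the crosslinker and Rho lists did not pass (adjusted p = 0.10 and adjusted p = 0.095 from camera), nor did the crosslinker list without miR-142-/- replicate 2 (adjusted p = 0.095).
Of 21 integrins, tetraspanins and platelet adhesion genes, 7 were higher, among them the tetraspanin Cd151 (2.24-fold) and the kinase Src (1.90-fold), 4 were lower, led by Itgam (2.80-fold), and 10 did not pass (9 and 4 when adjusted over the list alone; adjusted p = 0.12 from camera). Of 17 tubulins and microtubule motors, 3 were higher, led by Tubb2b (4.12-fold), 6 were lower, led by Tubb3 (2.39-fold), and 8 did not pass (3 and 6 when adjusted over the list alone; adjusted p = 0.20 from camera). Of these 6 lists, 9 measured members are also rows of Figure 5—source data 2, so those members were not chosen independently of these arrays.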

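All 6 actin-related targets were higher in miR-142-/- MKs, each by more than its spread between replicates. Cfl2, which severs actin filaments, stood at 9.21 ± 0.09 in WT and 11.32 ± 0.04 in miR-142-/- MKs (log2, SD, n = 2 each), a 4.32-fold difference (standard error of the log2 fold change 0.09, adjusted p = 0.00011 from limma). Itgav, the integrin alpha V chain, was 2.59-fold higher (log2 fold change 1.37, standard error 0.09, adjusted p = 0.0003 from limma). Wasl, an activator of Arp2/3-dependent nucleation, was 2.46-fold higher (1.30, standard error 0.11, adjusted p = 0.00066 from limma). Grlf1 (Arhgap35), a Rho GTPase-activating protein, was 2.02-fold higher (1.02, standard error 0.10, adjusted p = 0.0011 from limma). Twf1, which binds actin monomers and caps filaments, was 1.89-fold higher (0.92, standard error 0.09) and Bod1, a protein of chromosome biorientation, 1.85-fold higher (0.89, standard error 0.09), with adjusted p = 0.0013 and 0.0012 from limma. In every case both miR-142-/- arrays lay above both WT arrays. The 6 genes are rows of Figure 5—source data 2, which was drawn up partly on these arrays. Their direction, separation and p-values here are therefore not independent evidence. With an unmoderated linear model per gene the 6 adjusted p-values lay between 0.103 and 0.129.
The paper concludes that a set of actin cytoskeleton regulators is controlled post-transcriptionally by miR-142-3p. It draws on the seed enrichment and on these actin cytoskeleton-associated proteins among the up-regulated predicted targets. It also draws on the qPCR, miR-142-3p re-introduction, western blot and reporter experiments.

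**Figure D3:**
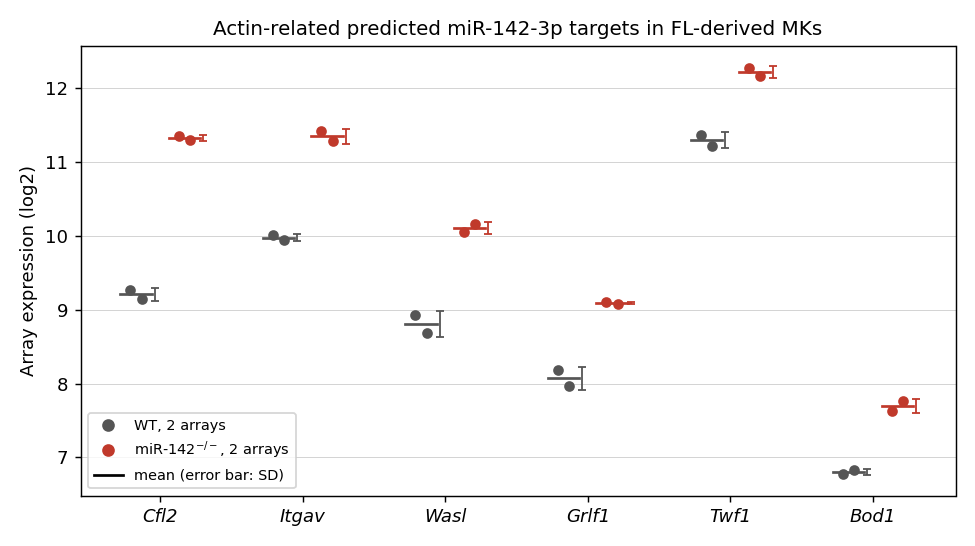
Array expression (log2, y axis) of 6 predicted miR-142-3p targets (x axis) in FL-derived MKs. Each dot is 1 array, 2 WT (grey) and 2 miR-142-/- (red), the line is the mean and the error bar the SD. The 6 genes were chosen by the study partly on these arrays. Cfl2 shows the widest gap between genotypes and Bod1 the narrowest. Between them lies the gap of Wasl, the gene that the paper names last in its list.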

Intriguingly, the latter was recently suggested as a potential target of miR-142-3p in the process of actin-mediated mycobacterial infection (Bettencourt et al., 2013). The up-regulation of these six miR-142-3p targets in miR-142^−/−^ MKs, was further confirmed by qPCR (Figure 5D). Among these targets, Cfl2 expression was also found to be up-regulated in miR-142^−/−^ MkPs (Figure 5—figure supplement 2). Introducing of miR-142-3p into differentiated MKs, using dsRNA mimetics, was sufficient to normalize the expression levels of representative miR-142-3p targets, Wasl and Cfl2 in miR-142^−/−^ MKs (Figure 5E). Western blot analysis revealed up-regulation of the protein products of Wasl and Cfl2 in miR-142^−/−^ MKs, further substantiating them as bona fide miR-142-3p targets (Figure 5F–G). Using luciferase reporter assays, we showed that the mRNAs of Wasl, Cfl2, Grlf1, Itgav and Twf1 are directly targeted by miR-142-3p (Figure 5H–J, Figure 5—figure supplements 3 and 4). Furthermore, the quantitative contributions of individual binding sites within the target 3′ UTR was revealed by stepwise loss of miR-142 regulation, when miR-142-3p binding sites were sequentially mutated (Figure 5H–J, Figure 5—figure supplements 3 and 4). Taken together, we discovered that the expression of a compound set of actin cytoskeleton regulators is post-transcriptionally controlled by miR-142-3p.

### miR-142-3p targets a battery of actin cytoskeleton regulators to facilitate proplatelet formation

miR-142-deficient MKs displayed perturbed actin filament dynamics and diminished proplatelet formation. This is presumably due to de-repression of several actin cytoskeleton components, including Wasl, Cfl2, Twf1, Itgav or Grlf1, which are all direct miR-142-3p targets. Thus, we hypothesized that knocking down these miR-142-3p targets may relieve the PPF defect in miR-142^−/−^ MKs. For this purpose, we transduced FL-derived MKs with short hairpin RNA (shRNA)-expressing lentiviral vectors that effectively knocked-down targets with more than three miR-142-3p binding sites, namely Wasl, Cfl2 or Grlf1 (shWasl, shCfl2 and shGrlf1, respectively, Figure 6—figure supplement 1). A lentivirus encoding a shRNA directed against RFP (shRFP) was employed as a control. Following transduction, differentiation of MKs was induced and PPF was quantified 3 days later. The PPF defect was clearly evident in miR-142^−/−^ MKs transduced with shRFP (Figure 6A,B). In contrast, miR-142^−/−^ MKs that were transduced with shRNA directed against Cfl2, Wasl, Grlf1, displayed a prominent elevation of PPF levels, and approximated levels observed in control WT MKs transduced with shRFP (Figure 6A,B). This strong elevation in PPF levels was limited to miR-142^−/−^ MKs, whereas in WT MKs, knockdown of miR-142-3p targets did not significantly alter PPF levels, except for Wasl-targeting shRNA that exhibited a modest increase in PPF efficacy following transduction (Figure 6—figure supplement 2A). Additional pairwise target comparison revealed compound relationships between miR-142-3p targets (Figure 6C; Figure 6—figure supplement 2B). Remarkably, knockdown of both Cfl2 and Wasl, which carry out opposing functions within the actin regulatory network, did not yield any significant increase in PPF levels in miR-142-deficient MKs (Figure 6C). Conversely, concomitant Cfl2 and Grlf1 knockdown, two proteins that are important for destabilizing actin polymers, enhanced PPF in miR-142 null MKs (Figure 6C). Lastly, a pool of shRNA against miR-142-3p targets was able to fully restore PPF capacity to WT levels (Figure 6A–C). These data demonstrate that the expression of a set of actin cytoskeleton regulators should be tightly orchestrated by miR-142-3p in order to effectively promote platelet biogenesis.

**Figure 6.**
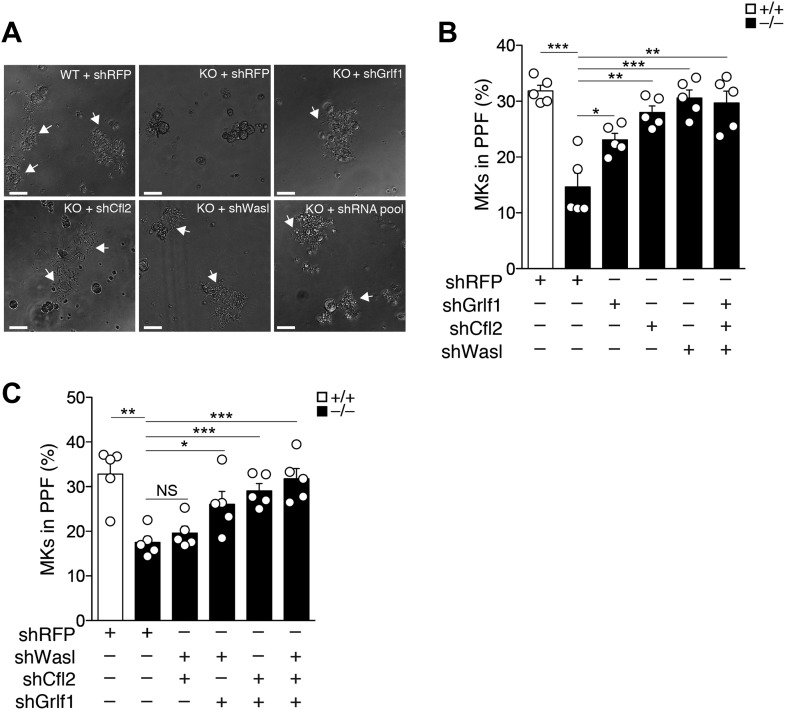
miR-142-3p targets a battery of actin cytoskeleton regulators to facilitate proplatelet formation. (**A**) Representative micrographs of WT and miR-142^−/−^ (KO) FL-derived MKs, transduced with the indicated shRNA vectors and cultured for 48 hr with TPO. White arrows denote MKs extending proplatelets. Scale bars, 50 μm. (**B** and **C**) miR-142^−/−^ MKs transduced with shRNAs targeting individual (**B**), paired (**C**), or a combined set (**B** and **C**) of miR-142-3p targets restore PPF levels. WT MKs were transduced with a control shRNA-targeting RFP. Representative results from one of two independent experiments (mean + SEM), five experimental repeats in each group (white dots). *p<0.05; **p<0.005; ***p<0.0005; (NS) not significant. **DOI:** http://dx.doi.org/10.7554/eLife.01964.019

**Figure 6—figure supplement 1.**
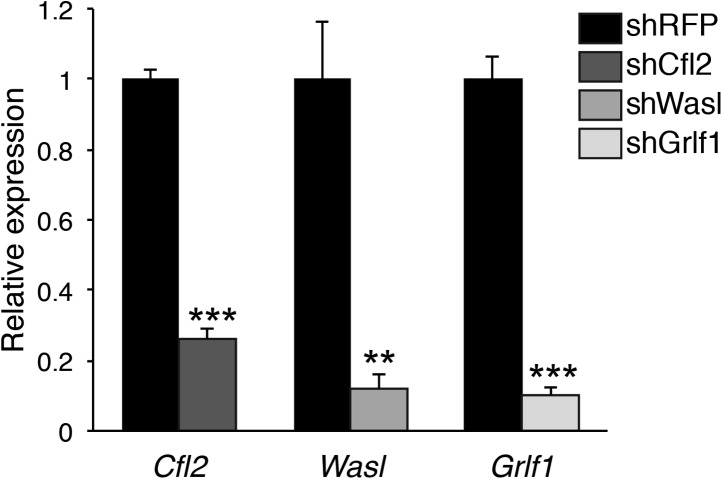
Knockdown validation of miR-142-3p targets. qPCR expression analysis of Cfl2, Wasl, and Grlf1 genes in NIH-3T3 fibroblasts that were transduced with either lentivrial vectors encoding shRNAs directed against miR-142-3p targets (shCfl2, shWasl, shGrlf1; grey bars), or with lentivirus harboring control shRNA directed against RFP (shRFP; black bars). Data are presented as mean + SEM, and normalized to Hprt expression and to the mRNA expression in shRFP-transduced cells. **p<0.005; ***p<0.0005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.020

**Figure 6—figure supplement 2.**
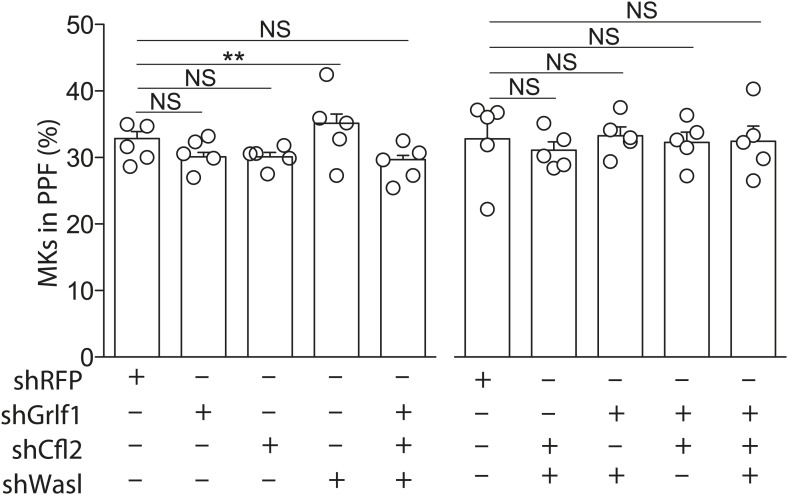
Knockdown of miR-142-3p targets in WT MKs has no effect on proplatelet formation. WT MKs transduced with shRNAs targeting miR-142-3p targets exhibited PPF levels slightly higher than WT MKs that were transduced with a control shRNA-targeting RFP. Representative results from one of two independent experiments (mean + SEM), five biological samples in each group. **p<0.005. **DOI:** http://dx.doi.org/10.7554/eLife.01964.021

## Discussion

Hematopoietic-specific miR-142 has emerged in recent years as a critical regulator of various blood and lymphoid cell lineages (Gauwerky et al., 1989; Chen et al., 2004; Huang et al., 2009; Belz, 2013; Lagrange et al., 2013; Lu et al., 2013; Mildner et al., 2013; Nimmo et al., 2013; Sonda et al., 2013; Sun et al., 2013; Zhou et al., 2013). Our analysis unveils the critical functions of miR-142 in the MK lineage. Using a recently-established mouse model, we show that deletion of the miR-142 allele results in pronounced thrombocytopenia. Our *in vivo* studies and culture assays reveal that proper miR-142 function is essential, in a cell-intrinsic manner, for MK maturation, including control of cell size, polyploidization and proplatelet elaboration.

Furthermore, MKs require sustained miR-142-3p expression, as re-introduction of synthetic miR-142-3p mimetics, even onto differentiated MKs, was sufficient to restore functional maturity.

Mechanistically, we demonstrate that miR-142-3p mediates the repression of an interconnected set of actin cytoskeleton regulators. These collectively contribute to MK maturation and their dysregulation is responsible for incomplete maturation observed in miR-142-deficient MKs. Very often, the sets of target genes that are predicted to be regulated by a particular miRNAs do not coalesce into coherent networks with distinct biological functions (Stark et al., 2005). However, our work provides a clear example of an individual miRNA that co-regulates a network of functionally-associated targets. Indeed, the ability of a miRNA to modulate the expression of multiple targets within the same pathway simultaneously was previously suggested in other cellular contexts. For instance, the bicistronic miR-143/145 miRNA gene cluster dictates smooth-muscle cell phenotypic switching by orchestrating the expression of a cadre of cytoskeletal remodeling regulators (Xin et al., 2009). Furthermore, miR-125 family members control hematopoietic stem cell pool size by targeting a cohort of proapoptotic genes (Guo et al., 2010; Ooi et al., 2010). Therefore, a single miRNA that cumulatively targets several nodes within the same biological circuit may serve as an effective means to control cellular behavior.

The actin cytoskeleton participates in a wide array of cellular functions, and the dynamic turnover between its F-actin and monomeric G-actin forms is regulated by a large number of actin-binding proteins. Within this cytoskeletal regulatory network, the set of genes targeted by miR-142-3p contains components with divergent functions. For example, Cfl2 and Twf1 participate in disassembly of actin filaments (Bamburg, 1999; Moseley et al., 2006). Likewise, Grlf1 is a GTPase activating protein that has been implicated in disruption of the organized actin cytoskeleton (McGlade et al., 1993). Wasl, on the other hand, promotes actin polymerization by catalyzing filament branching together with the Arp2/3 complex (Rotty et al., 2013). Thus, miR-142 deficiency destabilizes feedback loops required for actin filament homeostasis, stress fiber formation, and actin remodeling. This in turn impairs proplatelet generation and plausibly other MK-intrinsic cellular functions, such as endomitosis. It is also likely that additional miR-142-3p targets participate in the regulation of MK differentiation. For example, the over-representation of miR-142-deficient MkPs might result from a dysregulation of a distinct set of targets that are not necessarily related to actin regulation.

Repression of miR-142-3p actin-associated targets was found to be sufficient for restoring PPF levels in miR-142-deficient MKs. Interestingly, knocking down the same targets in WT MKs did not result in significant increase in PPF capacity over WT baseline levels. This might be related to a certain threshold in PPF levels that cannot be crossed, even when regulation of miR-142-3p is mimicked.

In summary, our analysis suggests a cardinal role for miR-142 in maturation of MKs, and in particular in controlling a network of chief actin regulators to facilitate MK terminal differentiation. The data challenges the prevailing paradigm, that miRNAs exert only subtle effects, often elicited by specific stressors (Ebert and Sharp, 2012; Mendell and Olson, 2012; Pelaez and Carthew, 2012), by providing *in vivo* evidence that genetic manipulation of a single miRNA may have a significant impact on cellular commitment and differentiation.

Several platelet disorders have been associated with mutations in genes involved in actin organization, including Wiskott-Aldrich syndrome protein (WASP) (Massaad et al., 2013) and Actinin alpha 1 (ACTN1) (Kunishima et al., 2013). Because miR-142 locus is involved in B-cell leukemogenesis (Gauwerky et al., 1989) and since miR-142 is necessary for CD4+ DCs development (Mildner et al., 2013) and MK differentiation, miR-142 may function as a broad hematopoietic pro-differentiation factor. Thus, changes in miR-142 levels or activity may lead to platelet disorders or to hematopoietic malignancies.

## Materials and methods

### Generation of miR-142^−/−^ mice

Mice strains were housed and handled in accordance with protocols approved by the Institutional Animal Care and Use Committee of WIS. To generate miR-142^−/−^ mice, a gene-trapped embryonic stem cell clone (ES, C57BL/6J strain) from TIGM (College Station, TX), was chosen based on an insertion upstream of miR-142 hairpin. ES cells were microinjected into C57BL/6J host blastocysts. Chimeras and further transmission of the targeted allele through the male germline to heterozygous pedigree was confirmed by PCR analysis of genomic tail DNA. Homozygous and WT littermate mice were generated by additional intercrosses. For transplantation experiments, recipient mice were lethally irradiated, using a 10.5Gy cesium source. After 10 days of ciprofloxacin prophylaxis, approximately 5 × 10^6^ cells were injected into the tail vein for repopulation of the hematopoietic system.

### Murine peripheral blood counts

About 100 μl whole blood was retro-orbitally drawn from age- and sex-matched miR-142^−/−^ and WT littermates into glass capillary tubes that were pre-treated with 5 μl of 0.5M EDTA, to prevent coagulation. Complete blood count was performed on ADVIA 120 Hematology System (Siemens Healthcare, Erlangen, Germany) by American Medical Laboratories (Herzliya, Israel).

### Histology

Femora and spleens of age- and sex-matched miR-142^−/−^ and WT littermates were excised after euthanasia and fixed overnight in 4% paraformaldehyde. Femora were then decalcified in 14% EDTA for 2–5 days. Specimens were dehydrated in graded ethanols, washed and processed into paraffin blocks. Longitudinal paraffin sections were stained with hematoxylin and eosin (H&E), May–Grünwald Giemsa or immunostained with anti-von Willebrand Factor (Dako, Agilent technologies, Santa Clara, CA). An Axioplan light microscope (Carl Zeiss, Oberkochen, Germany), equipped with an eyepiece graticule (grid), was utilized for quantification of MK numbers, per 20X magnification field, in 5 μm BM or spleen sections. MKs size was measured as the maximal diameter in 50 consecutive MKs in the BM of the distal femur, using the cellSens digital imaging software on an Olympus BX51 microscope at 40X magnification.

### Colony-forming unit assays

Mouse BM cells were harvested via flushing of the long bones with Dulbecco modified Eagle medium (DMEM; Invitrogen, Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS; Invitrogen, Life Technologies, Carlsbad, CA), was followed by filtering through a 70-µm nylon mesh cell strainer, to remove bone debris. BM mononuclear cells were cultured in MethoCult M3231 medium supplemented with 50 ng/ml Thrombopoietin (TPO; PeproTech, Rocky Hill, NJ), for 7 days according to the manufacturer's protocols (StemCell Technologies, Vancouver, British Columbia, Canada). Colonies containing >3 MKs were counted as CFU–MKs. Duplicate assays were performed for each mouse. At least two mice were analyzed for each sample group.

### Primary megakaryocyte microscopy and proplatelet formation

Mouse FLs, collected on E14.5, were processed into single-cell suspension by successively passing through 18- 21- and 23-gauge needles. Cells were then cultured in DMEM supplemented with 10% FBS, 50 ng/ml murine TPO, 2 mM L-glutamine and penicillin–streptomycin. After 4–5 days, MKs were purified using a discontinuous gradient of bovine serum albumin (BSA, 3%, 1.5%, and 0%, Sigma-Aldrich, St. Louis, MO). About 1–2 × 10^4^ purified MKs were cultured per 6.4 mm diameter well in suspension in flat bottom 96-well plates. After 16 hr of incubation, the fraction of proplatelet-forming MKs per well was scored with a light microscope under label-blinded experimental designs.

For Immunocytofluorescence, FL-derived MKs were allowed to adhere to fibronectin-coated cover slips for 3 hr. Cover slips were rinsed with PBS, fixed with 3.7% formaldehyde, and permeabilized with 0.1% Triton X–100 (Sigma-Aldrich, St. Louis, MO). Cells were blocked with PBS, 2% BSA and incubated with Phalloidin–Rhodamine (gift from Benny Geiger, Weizmann Institute of Science) and anti-alpha–Tubulin antibody (gift from Alexander Bershadsky, Weizmann Institute of Science) for 1 hr. Following blocking, 4'6-Diamidino-2-phenylindole dihydrochloride (DAPI) was added for 5 min before slides were mounted with Immu-Mount (Thermo Scientific). For actin dynamics experiments, MKs were treated after plating for 30 min with 1 mM cytochalasin D (gift from Benny Shilo, Weizmann Institute of Science) and subsequently the drug was washed-out by three medium changes. Cells were fixed with 4% paraformaldehyde at 1 hr or 2 hr after washout and then permeabilized with 0.2% Triton X-100 in PBS. Stress fibers were stained with FITC-conjugated Phalloidin (Sigma-Aldrich, St. Louis, MO) and fluorescent micrographs were captured with a Zeiss LSM510 Laser Scanning confocal microscope.

### Flow cytometry

Flow cytometric analysis was performed on a LSRII flow cytometer (BD Biosciences, San Jose, CA) with FlowJo Version 8.8.7 software (TreeStar, Ashland, OR). BM from 6- to 8-weeks-old mouse femora and tibiae or FL-derived MKs were treated with red blood cell lysis buffer (Ammonium-Chloride-Kalium, ACK, 0.15 M NH4Cl, 0.1 M KHCO3, 1 mM EDTA in PBS). Cells were stained with PE-conjugated anti-CD41 antibody (Abcam, Cambridge, England), FITC-conjugated anti-CD42b (Emfret), or APC-conjugated anti-CD61 antibody. For DNA content analysis, cells were further fixed with 2% paraformaldehyde, stained with 1 µg/ml DAPI, 0.1% BSA (Sigma-Aldrich, St. Louis, MO) and 0.1% Saponin (Sigma-Aldrich, St. Louis, MO). For detailed analysis, freshly obtained BM cells were stained with APC anti-CD150, PE anti-CD41 (Abcam, Cambridge, England), FITC anti-Sca-1, Brilliant Violet anti-CD117, PE-Cy7 anti-CD105, Alexa700 anti-CD16/32, biotin-labeled lineage cell detection cocktail (CD4, CD8α, B220, Ter119, Gr1, CD11b), and streptavidin PerCP–Cy5.5. All antibodies were from BioLegend or eBioscience, unless otherwise indicated. MK-erythroid bipotent progenitors, PreMegE, were gated by lin^−^c-kit^+^CD150^+^CD105^−^CD41^−^ or lin^−^sca1^−^c-kit^+^CD16/32^−^, and MK progenitors, MkP, were gated by lin^−^sca1^−^c-kit^+^CD41^+^ (Pronk et al., 2007; Pronk and Bryder, 2011). Sorted PreMegE and MkP were collected and RNA was extracted using RNeasy micro kit (Qiagen, Venlo, Netherlands).

Quantification of actin intensity and morphocytometry was performed with ImagestreamX flow cytometer and IDEAS 6.0 software (Amnis Corp., Seattle, WA). 2 × 10^4^ FL-derived MKs were stained with APC-conjugated CD61 (Biolegend, San Diego, CA), fixed using the Cytofix/Cytoperm kit (BD Biosciences, San Jose, CA), and further stained with FITC-conjugated-Phalloidin, Alexa594-conjugated DNaseI (Invitrogen, Life Technologies, Carlsbad, CA) and DAPI. Images were compensated for fluorescent dye overlap by using single-stain controls. Analysis was done on in-focus single cell images as previously described (George et al., 2006) with single cell gating, using the area and aspect ratio features. Cell area was calculated in square microns from brightfield images. Circularity was calculated as average distance of object boundary from center, divided by the variation of this distance. Thus, shapes approximating circle exhibited low variation and gained higher values (in arbitrary units). Actin polarity was calculated using the Delta Centroid XY feature, which calculates the distance (in microns) between image center (brightfield) and the intensity-weighted actin image center (higher values indicate increased polarity). The F/G actin ratio was calculated by dividing the corresponding pixel intensities for each cell.

### Lentiviral vector production and cell transduction

HEK-293T cells were transfected by calcium phosphate with pLKO.1 encoding shRNAs for knockdown of Wasl, Grlf1, Cfl2, or RFP (TRC, Broad Institute of MIT and Harvard, Cambridge, MA), and lentivirus packaging plasmids (pPAX2 pMD2). Lentivirus supernatants were stored, and for knockdown efficacy assessment, lentiviral particles were added at multiplicity of infection (MOI) of 2, onto 5 × 10^4^ NIH-3T3 cells in 16-mm wells that were incubated with medium containing 8 μg/ml polybrene (Sigma-Aldrich, St. Louis, MO). Selection of transduced cells was performed with puromycin (2 μg/ml) that was added from the second day and until cells were harvested on day 5.

For MK transduction, approximately 2 × 10^5^ FL cells were cultured up to 4 days in medium supplemented with 50 ng/ml TPO. On the fourth day, cells were purified using a BSA gradient and 1 × 10^4^ cells were placed in 6.4-mm rounded wells in suspension with medium containing 8 μg/ml polybrene that was freshly supplemented with TPO. Lentiviral particles were added at MOI of 25 and transducted through centrifugation at 900×*g*, 32°C for 90 min. For mock transduction, an equivalent volume of medium was added. Cells were incubated at 37°C overnight, washed in PBS and split into five different 6.4-mm wells in a 96-well flat bottom suspension plate.

### Preparation of *b*-PEI_25_-CAN-*γ*-Fe_2_O_3_ nanoparticles (NPs) and miRNA oligonucleotides transfection

Ultra-small core-shell maghemite nanoparticles consisting of a cerium [Ce(III/IV)] cation-doped CAN-*γ*-Fe_2_O_3_ core and a coordinated branched polyethylenimine (*b*-PEI_25_) shell (25 kDa) have been prepared according to Israel et al. (patent application PCT/IL2014/050064). Typically, a CAN-*γ*-Fe_2_O_3_ NPs aqueous suspension (1.0 ml, Fe: 1.93 mg/ml–1.93 mg total Fe, 0.0346 mmol Fe, ICP-AES measurement) was diluted in 25.0 ml double distilled water (ddH2O). For the nanoparticle functional shell, we used *b*-PEI_25_, which enables electrostatic binding of nucleosides and endosome destabilization by osmotic imbalance, leading to subsequent release of RNA into cell cytoplasm. Therefore, 10.13 mg of polycationic branched *b*-PEI_25_, (10.0 mg/ml stock solution, 0.4053 µmol, Sigma-Aldrich, St. Louis, MO) were added to CAN-*γ*-Fe_2_O_3_ NPs at a 1:5.25 ratio (wt/wt). Mild *b*-PEI_25_ coordinated coating was accomplished by overnight orbital shaking at room temperature. The resulting crude core-shell *b*-PEI_25_-CAN-*γ*-Fe_2_O_3_ nanoparticles were washed three times in 10 ml ddH_2_O using an Ultra-15 Amicon centrifugal filter (100K, EMD-Millipore, Billerica, MA) operated for 5 min at 4,000 rpm. Then, a size exclusion process was performed by centrifugation (8,000 rpm, 16 min, 18°C and 7,000 rpm, 10 min, 18°C) afforded the corresponding cleaned *b*-PEI_25_-CAN-*γ*-Fe_2_O_3_ nanoparticles. Selected nanocomposite characterization of such functional nanoparticles disclosed respective average TEM/DLS NP diameters of 6.86 ± 1.55 and 82.90 nm ± 1.26 (DLS, PDI: 0.195). NP ξ potential (ddH2O) is +31.1 mV. TGA weight loss (N_2_ atmosphere, 200–410°C temperature range) is 73.62%.

For MK transfection, 0.49 μg (100 nM) of miR-142-3p mimics dsRNA oligonucleotides, or control sequence (Integrated DNA Technologies, Inc., Coralville, IA) were mixed with *b*-PEI_25_-CAN-*γ*-Fe_2_O_3_ nanoparticles at a 0.315 Fe/dsRNA wt/wt ratio, incubated 15 min at RT, and then, transfected to 3 × 10^4^ FL-derived MKs in 35-mm plates. mmu-miR-142-3p guide sequence is: U*G*UAGUGUUUCCUACUUUAUmGmGA. An extensively-modified passenger strand sequence is: 5′-C3(spacer)/UmCCmAUmAAmAGmUAmGGmAAmACmACmUAmCA/3′-Cy5.5 (dye). ‘m’ indicates a 2'O-Methyl RNA and ‘*’ indicates a phosphorothioate internucleotide linkage. Cells were then incubated at 37°C overnight, washed in PBS and further cultured in flat bottom 6.4-mm wells in the presence of TPO, for 48 hr after which PPF levels were scored, and RNA was extracted with RNeasy micro kit (Qiagen, Venlo, Netherlands).

### RNA analysis

Total RNA was isolated with Tri-Reagent (MRC) following manufacturer's instructions. RNA quality was assessed with ND–1000 Nanodrop (Peqlab) and on a 1.5% agarose gel prior to gene-expression profiling using the Mouse Genome Gene 1.0 ST Affymetrix Gene Chip according to the manufacturer's instructions. For real-time Quantitative (q) PCR, cDNA synthesis was carried out by using oligo d(T) primer (Promega) and SuperScript II reverse transcriptase (Invitrogen, Life Technologies, Carlsbad, CA), following manufacturer's instructions. qPCR analysis of mRNA expression was performed on a LightCycler 480 Real-Time PCR System (F. Hoffmann-La Roche Ltd, Basel, Switzerland), using KAPA SYBR FAST qPCR Kit (Kapa Biosystems, Wilmington, MA). Efficiency of each primer pair was confirmed by serial dilutions of templates. For quantification of mature mmu–miR–142 forms, cDNA synthesis was carried out by the miScript Reverse Transcription Kit and qPCR reaction utilized miScript SYBR Green PCR Kit (with miScript Universal Primer, Qiagen, Venlo, Netherlands). U6 and hypoxanthine phosphoribosyltransferase 1 (Hprt) were used as a reference for normalization of miRNA and mRNA levels, respectively. All primer sequences are provided in Supplementary file 1.

### Western blotting

For protein quantification, FL-derived MKs were lysed in radioimmunoprecipitation (RIPA) buffer with protease and phosphatase inhibitors. Protein concentration was determined using protein assay (Bio-Rad Laboratories Inc. Hercules, CA). 20 μg of proteins were separated by SDS polyacrylamide gel electrophoresis, electrotransferred onto 0.2-mm nitrocellulose membrane, blocked in TBS, 0.1% Tween20 and 5% dry milk for 1 hr and incubated overnight with primary Antibodies: anti-N-WASP/Wasl (4848s; 1:1000; Cell Signaling Technology), anti-Cofilin2 (ab96678; 1:1000; Abcam, Cambridge, England), anti-GAPDH (AM4300; 1:10,000; Ambion) and anti-ATP-synthase (MS507; 1:2000; MitoSciences, Eugene, OR). HRP-conjugated secondary antibody (Jackson ImmunoResearch Laboratories, West Grove, PA) was diluted in TBS, 0.1% Tween20. Immunoreactive proteins were detected using ECL (GE Healthcare, Little Chalfont, UK) and imaged using ImageQuant Las4010. Quantification of blots was performed using ImageJ imaging software.

### Accession numbers

Microarray data may be found at the Gene Expression Omnibus (GEO) under accession number GSE52141.

## Additional files

Supplementary file 1. Sequences of primers used in this study. **DOI:** http://dx.doi.org/10.7554/eLife.01964.022

### Major dataset

The following dataset was generated:

HornsteinE, ChapnikE, 2013, Comparison of gene expression profiles of miR-142−/− primary megakaryocytes and WT primary megakaryocytes, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52141, Publicly available at NCBI Gene Expression Omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

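RNA of FL-derived MKs from WT and miR-142-/- E14.5 embryos had been hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 2 biological replicates per genotype. The series is described as 2 independent experiments. The authors deposited 1 table of log2 expression values, 1 row per probeset and 1 column per array. The submitters' processing notes name Affymetrix Expression Console and GCRMA, a background correction and summary of probes that models binding by sequence; versions and settings are not given in the sources used here. The arrays were thus background-corrected, normalized and summarised before deposit, and the scanner values were not used here. The deposited log2 values ran from 2.99 to 14.29, with medians per array of 6.33 to 6.36. Arrays give no read depth, and there were 2 per genotype.

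From these values the following was computed in R 4.3.3 with limma 3.58.1. Probesets were named through the platform annotation: of 35557 rows, 21789 had 1 gene symbol, 1621 had several and 12147 were not listed. Only those with 1 symbol were used, and 999 genes with several such probesets were taken at the probeset with the highest mean over all 4 arrays, which left 19938 genes. Of the single-symbol probesets, 21698 matched a gene ID of the RefSeq table for GRCm38.p6, which was used for names and for the order of neighbouring genes only. The authors' log2 values of miR-142-/- and WT arrays were compared with lmFit and eBayes (no intensity trend, not robust, no filter on dim genes), two-sided, with Benjamini-Hochberg adjustment over all 19938 genes. The paper's thresholds, more than 2-fold and p under 0.05 with the test not named in its text, were applied to limma's unadjusted p in separate counts. Folds are 2 to the power of the difference of mean log2 values.

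Gene lists covered actin filament nucleation and elongation; filament disassembly, severing and capping; actin crosslinkers, myosin and focal adhesion; Rho GTPases and their regulators; integrins, tetraspanins and platelet adhesion; tubulins and microtubule motors; MK and platelet genes; transcription factors of megakaryopoiesis; stem and progenitor cell genes; mitosis and cytokinesis; G1/S and DNA replication; interferon-stimulated genes; cytokines and inflammation; lysosome; fatty acid and sterol synthesis; immediate early and heat shock genes; and markers of macrophages, neutrophils, eosinophils, mast cells and basophils, erythroid cells, hepatocytes, lymphoid cells, dendritic cells and endothelial or stromal cells. They were written down before the data were examined, those on cytokines, interferon, lysosome and lipid synthesis after reading the GO terms that the paper had found in these MKs, so that these are not independent of the arrays, and 535 of their 591 genes were measured. Each list with 5 or more measured genes was compared with all other genes by limma camera with a preset correlation of 0.01, adjusted over 26 lists (the genes next to miR-142 being one of them); camera with an estimated correlation and fry were run beside it. Named genes were the 15 largest rises and 15 largest falls among genes at an adjusted p under 0.05 with both miR-142-/- arrays beyond both WT arrays, each gene of Figure 5—source data 2 (whose values in the paper's table had been seen), the genes the paper names, the 4 members of each list with the largest absolute log2 fold change, and the 10 measured protein-coding genes on each side of miR-142. Other members named in the text as having moved or not were chosen after their values were seen.

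The fit was tested on simulated data in which some of the 19938 genes were changed. Gene variances were drawn from the distribution that limma fitted to these arrays. Of 67 genes changed by a log2 of 0.6, 40.3% were called in the right direction, of 67 changed by 1, 88.1%, and of 66 changed by 2, 100%, with 4 false calls among all unchanged genes. The draws met limma's assumptions by construction, and far fewer genes were changed than the 2443 higher and 2473 lower called here. These rates therefore need not hold for the arrays themselves. In a separate draw of the same kind, 0 of 25 unshifted lists were called. Each gene was drawn independently there, so this does not test lists whose members move together. The estimated correlation was 0.78 among interferon-stimulated genes and 0.66 among neutrophil and granule markers. The alternatives were a replicate block, leaving out each array in turn (the lone array being assumed to vary like the other genotype), a filter on dim genes at the 40th percentile of mean expression, an intensity trend with robust hyperparameters, an unmoderated model, quantile normalization, median centring, the mean of a gene's probesets, every row of the table, other p thresholds at 2-fold, and, for the lists, the estimated correlation, fry, leaving out members of several lists and 5 neighbours per side. The planned search of 3′ UTRs for miR-142-3p and miR-142-5p seed sites was not run, because 3′ UTR sequences were not used here. The DC arrays, qPCR, western blot, reporter and imaging experiments of the paper were not analysed here.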

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

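The comparisons of same-genotype arrays, of array medians and of adjacent gene pairs were tests chosen only after the results were seen, whereas the limma and camera tests had been fixed beforehand. The first pattern is a fall of hepatocyte and granulocyte markers. In genes that the paper does not discuss, the median log2 fold change (miR-142-/- over WT) was -1.61 over neutrophil and granule markers, -1.34 over eosinophil markers and -1.60 over hepatocyte markers, each lower relative to other genes by limma camera with the preset correlation, while none passed with an estimated one. Hepatocyte markers also moved together between arrays of 1 genotype: WT replicate 1 lay above WT replicate 2 for 14 of 18 and miR-142-/- replicate 1 below replicate 2 for 17 of 18, and both list medians (0.29 and -0.74) exceeded those of 100% of 10000 random lists of like expression. The same held for neutrophil markers, lower in WT replicate 1 for 23 of 23 and higher in miR-142-/- replicate 1 for 17 of 23, against 100% of random lists in both genotypes. Array medians over genes differed by at most 0.046, but the values had been normalized before deposit, so near-equal medians do not test scaling. Quantile normalization and median centring were among the 11 alternatives. Over these the log2 fold change lay between -4.00 and -3.17 for Afp and between -3.11 and -2.40 for Ltf. Both ends of each range came from leaving out 1 array, not from renormalizing. Given these joint movements, a smaller share of hepatocytes and of cells with neutrophil markers in the miR-142-/- cultures may explain part of the fall. Genes regulated together within 1 cell type would move together too. The hepatocyte genes did not keep 1 ratio. Ahsg read 8.31 and 8.78 in WT against 5.20 and 7.98 in miR-142-/- MKs, where Rbp4 read 10.15 and 9.33 against 6.39 and 6.54. On miR-142-/- replicate 1 both genes lay below the median of all genes (6.79), so these ratios hold as measured and are not exact. Nor did the neutrophil markers fall alike. Retnlg had a log2 fold change of -3.12 and Ltf one of -2.76. The miR-142-/- readings of Retnlg, 5.09 and 5.15, also lay below the median of all genes. Mpo, on the same list, lay between -0.37 and -0.19 over the alternatives and passed in 2 of the 10 with a moderated variance. Mpo is, however, also the 2nd measured protein-coding gene after miR-142. An effect of the gene trap on it was not tested, so it is not a clear exception. Neither the effect of the BSA gradient named in the methods on such cells nor an effect of genotype on them was tested, and none of the 18 hepatocyte markers stands in another list, against 1 of the 23 neutrophil markers.

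The second pattern lies next to miR-142. The nearest measured protein-coding genes on both sides changed, Rnf43 rising by a log2 of 1.12 (standard error 0.08, adjusted p = 0.00047 from limma) and Tspoap1 (Bzrap1) falling by 1.68 (standard error 0.08, adjusted p = 0.00017 from limma). Of 18543 adjacent pairs of measured protein-coding genes, 50 (0.27%) held 2 genes that each changed at least as much as Rnf43. That share was bound to be low, because only 3.13% of these genes changed so much, and it says nothing of the cause. An effect of the gene trap on its nearest neighbours cannot be told apart from an effect of the miRNA itself, and Rnf43, a row of Figure 5—source data 2, carries no TargetScan mark there. Over the 20 neighbours, 2 rose, 6 fell and 12 did not pass (2 and 7 when adjusted over the list alone; adjusted p = 0.12 from camera and 0.39 with an estimated correlation). Epx, also on the eosinophil list, fell by 2.02. Rad51c rose by 0.55 and Srsf1 fell by 0.55, but Rad51c did not pass without miR-142-/- replicate 2 (adjusted p = 0.081), nor Srsf1 without miR-142-/- replicate 1 (adjusted p = 0.052) or 2 (adjusted p = 0.050).

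The third pattern is the rise of interferon-stimulated genes, with a median log2 fold change of 0.86. They also differed between cultures of 1 genotype, with replicate 1 below replicate 2 for 30 of 32 genes in WT and 32 of 32 in miR-142-/- MKs, by list medians of -0.24 and -0.26. The shifts had the same direction and a like size in both genotypes. No label says whether equal replicate numbers share an experiment, so the main comparison did not pair them. Cultures that differed in their interferon state apart from the genotype cannot be told apart from an effect of genotype with 2 cultures each: the larger same-genotype difference, 0.264 in size, is below the difference between genotypes but is not small against it, and limma camera with an estimated correlation gave adjusted p = 0.41.

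The following gene groups were called by limma camera with the preset correlation and none with an estimated correlation; the paper reports transcription factors of MK development in PreMegEs and MkPs by qPCR, and its GO terms led to the lists on cytokines, lysosome and lipid synthesis. Median log2 fold changes were -0.58 for fatty acid and sterol synthesis, -0.66 for cytokines and inflammation, -0.43 for G1/S and DNA replication, -0.27 for mitosis and cytokinesis, 0.52 for immediate early and heat shock genes and 0.15 for lysosomal genes. They were -0.14 for MK and platelet genes, -0.15 for transcription factors of megakaryopoiesis, -0.23 for mast cell and basophil markers, -0.24 for erythroid markers, -0.23 for dendritic cell and antigen presentation markers and -0.60 for endothelial and stromal markers, of which 3 were higher, 5 lower and 11 did not pass. Among single genes that the paper does not discuss, log2 fold changes were 4.16 for Kcnd3, 3.78 for Osr2, 3.62 for Arg1, 3.22 for Lpar1 and 3.04 for Tmem37, and -4.26 for Hsd3b6, -3.93 for Ambp, -3.66 for Ttr, -3.58 for Afp and -3.27 for Rbp4, with adjusted p-values from limma of 0.00097 or less.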

How the results depend on the processing

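Across 11 alternatives the log2 fold changes of Cfl2, Wasl, Bod1, Twf1, Itgav and Grlf1 (Arhgap35) lay between 0.82 and 2.17 and kept their direction, and they passed an adjusted p under 0.05 in the 10 with a moderated variance. The counts of genes more than 2-fold higher (359) and lower (411) stayed within 1.5 times, except 639 probesets lower when every row of the table was tested, a set with more rows. With an unmoderated linear model per gene 0 genes were higher and 0 lower at an adjusted p under 0.05, against 333 and 355 at more than 2-fold and an unadjusted p under 0.05. Leaving out 1 array gave 1265 to 2450 genes higher in miR-142 KO MKs at adjusted p under 0.05 and 1213 to 2569 genes lower in miR-142 KO MKs at adjusted p under 0.05, the lowest without miR-142-/- replicate 1. No label says whether equal replicate numbers share an experiment. The deviations of same-numbered arrays had a correlation of -0.05 across genes, which are not independent, so pairing was neither shown nor excluded. A replicate block gave 2237 higher and 2249 lower. The lists lost all 19 calls with an estimated correlation. That version of camera has only the residual degrees of freedom of the 4 arrays, so few lists could pass. The Rho list lost its call although its estimated correlation, 0.0085, lay below the preset 0.01. The loss therefore does not show that joint movement of genes undid the calls. Camera with an estimated correlation gave adjusted p = 0.373 for the nucleation, Rho, transcription factor, mitosis, G1/S, lysosome, fatty acid and sterol, neutrophil, eosinophil, mast cell, erythroid and dendritic cell lists. It gave 0.488 for the crosslinker, MK and cytokine lists, 0.414 for interferon-stimulated genes, 0.44 for immediate early genes, 0.39 for hepatocyte and 0.507 for endothelial and stromal markers. Without dim genes (fewer genes as background) adjusted p became 0.0995 for actin filament nucleation and elongation and for transcription factors of megakaryopoiesis, 0.102 for the crosslinker and Rho lists, 0.139 for erythroid, 0.0848 for dendritic cell and 0.39 for endothelial and stromal markers. By fry, which does not compare with other genes, it was 0.104 for the crosslinker, 0.0713 for the MK, 0.0546 for the interferon, 0.108 for the cytokine, 0.0751 for the immediate early, 0.451 for the erythroid, 0.0537 for the hepatocyte and 0.605 for the endothelial list, while the integrin (0.0495), stem cell (0.0411) and lymphoid (0.044) lists now passed upwards, the neighbours of miR-142 passed downwards (0.0374), and the tubulin list turned upwards (0.181). With members of several lists left out, the transcription factors gave 0.158 and the stem and progenitor cell genes 0.00374. Leaving out 1 array moved the adjusted p from 0.00744 to 0.10 for actin crosslinkers, myosin and focal adhesion, 0.00744 to 0.0953 for Rho GTPases and their regulators, 0.0166 to 0.0704 for erythroid markers (not passing without WT replicate 1 or miR-142-/- replicate 2), 0.000283 to 0.0744 for endothelial and stromal markers (not passing without WT replicate 2 or miR-142-/- replicate 2), and 0.027 (without WT replicate 1) to 0.887 (without WT replicate 2, upwards) for macrophage and monocyte markers. Genes that did not pass changed sign: with 1 array left out the log2 fold change lay between -0.075 and 0.0065 for Vwf (0.0070 after quantile normalization), -0.21 and 0.017 for Mtmr4, -0.19 and 0.070 for Ska2, -0.079 and 0.13 for Gata1, -0.12 and 0.0071 for Lpo and -0.20 and 0.0018 for Olfr463. The cause of these changes was not tested beyond the constructions named. The search for seed sites in 3′ UTRs, with its alternatives, was not run. Signal over background per probeset was not among the values used, so dim genes have no detection call.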

Differences from the paper's values

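Among counts, 639 probesets were more than 2-fold lower when every row of the table was tested, unnamed probesets and repeats of a gene included, against about 390 genes in the paper's figure, which is another unit, while the 411 found with 1 probeset per gene lay within 1.5 times of it. Each of the 37 MK folds of Figure 5—source data 2 that were measured lay within 2% of the paper's. The paper states that Bzrap1 was unchanged in miR-142-/- MKs by qPCR (Figure 2—figure supplement 1B). On the arrays, which are another assay, Bzrap1 (Tspoap1) read 7.85 and 7.89 in WT and 6.14 and 6.23 in miR-142-/- MKs, a log2 fold change of -1.68 (standard error 0.08, adjusted p = 0.00017 from limma), and over the 11 alternatives it lay between -1.73 and -1.64. It passed in all 10 alternatives with a moderated variance, with adjusted p = 0.10 in the unmoderated one. The text of the paper counts 40 commonly up-regulated genes where the table holds 39 rows, 12 of them with the miR-142-3p mark in both.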

Other observations

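Among MK and platelet genes, log2 fold changes were -0.06 for Itga2b (CD41), 0.14 for Itgb3 (CD61), 0.02 for Pf4 and -0.03 for Vwf, none past an adjusted p under 0.05. Of 29 measured members, 10 were lower, 1 was higher and 18 did not pass (12 and 2 when adjusted over the list alone; adjusted p = 0.00096 from limma camera, and 0.49 with an estimated correlation). The ADP receptor P2ry12 fell by 1.26, the channel gene Trpc6 by 1.24, Gng11, a G protein subunit, by 1.24 and multimerin Mmrn1 by 1.06 on the log2 scale. Of 19 transcription factors of megakaryopoiesis, 7 were lower, none was higher and 12 did not pass (7 lower when adjusted over the list alone; adjusted p = 0.022 from camera, and 0.37 with an estimated correlation). The largest fall was that of Mrtfa, a co-activator of Srf that responds to actin monomers, by 1.47 (standard error 0.09, adjusted p = 0.00026 from limma), and it was followed by Lmo2 with 0.78 less. For PreMegEs and MkPs, which were not analysed here, the paper reports regulatory markers as largely unchanged; in FL-derived MKs the log2 fold changes were 0.03 for Gata1, -0.15 for Gata2, 0.15 for Zfpm1, -0.19 for Klf1, -0.14 for Runx1 and 0.20 for Tal1, none past the threshold, against -0.37 for Fli1 (adjusted p = 0.037) and -0.56 for Spi1 (adjusted p = 0.033), which did not pass without miR-142-/- replicate 1 or 2 (Fli1 0.17 and 0.15, Spi1 0.099 and 0.12) nor, for Fli1, without WT replicate 1 (0.089) or after median centring (0.052). Of 20 stem and progenitor cell genes, 8 were higher, among them Eya1 and Hoxa9 (log2 fold change 0.91), which are rows of Figure 5—source data 2 and so not independent, 5 were lower, led by Kit with -0.95, and 7 did not pass (9 and 5 when adjusted over the list alone; adjusted p = 0.31 from camera).

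Markers of other cells showed further contrasts within a list. Of 21 macrophage and monocyte markers, 4 were higher, led by Cd5l with a log2 fold change of 2.14 and Cd68 with 1.13, 6 were lower, led by the chemokine receptor Ccr2 with -1.34 and Adgre1 with -1.16, and 11 did not pass (4 and 6 when adjusted over the list alone; adjusted p = 0.27 from limma camera). Of 16 erythroid markers, the embryonic globin Hbb-bh1 was higher, from 4.81 and 4.85 in WT, at the lower quartile of all probesets and not shown to be above background, to 7.66 and 7.61, while Hbb-y, another embryonic globin, fell by 1.64 and Car1 fell by 2.00 as measured; in all, 3 were higher, 5 lower and 8 did not pass (3 and 7 when adjusted over the list alone; adjusted p = 0.035 from camera, and 0.37 with an estimated correlation). Without miR-142-/- replicate 2 the list gave adjusted p = 0.0704 and without WT replicate 1 0.0578. Of 17 dendritic cell and antigen presentation markers, 7 were lower, led by H2-Aa with -1.99 and Cd74 with -1.84, none was higher and 10 did not pass (7 lower when adjusted over the list alone). Camera gave this list adjusted p = 0.0014, and 0.37 with an estimated correlation. H2-Aa was dim enough for the filter on dim genes to leave it out, so its fall holds only as measured. Of 19 endothelial and stromal markers, 3 endothelial genes were higher (Egfl7 with 1.74, Emcn with 1.51 and Tie1 with 1.11), 5 were lower, led by the stromal gene Dcn with -2.56 (-3.42 to -1.70 with 1 array left out, and not passing without miR-142-/- replicate 2, adjusted p = 0.071, or with an intensity trend and robust hyperparameters, adjusted p = 0.0996 from limma), and 11 did not pass (3 and 6 when adjusted over the list alone; adjusted p = 0.036 from camera, and 0.51 with an estimated correlation). The endothelial and stromal list did not pass without dim genes, nor without WT replicate 2 or miR-142-/- replicate 2. Of 17 lymphoid markers, 3 were higher, led by Il7r with 2.52, 1 was lower and 13 did not pass (3 and 1 when adjusted over the list alone, and adjusted p = 0.33 from camera).

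Transcripts of both sexes were read on all 4 arrays. Xist read 11.45 and 11.78 in WT and 11.82 and 11.88 in miR-142-/- MKs. Of Y-linked genes, Uty was lower in miR-142-/- MKs (9.33 and 9.00 against 8.33 and 8.46, log2 fold change -0.77, adjusted p = 0.0070 from limma), as was Kdm5d (7.49 and 7.02 against 6.73 and 6.70, -0.54, adjusted p = 0.045), while Eif2s3y did not pass (9.58 and 8.95 against 8.85 and 8.74, -0.47, adjusted p = 0.13). Among reference genes, Hprt, to which the paper normalized its qPCR, had a log2 fold change of -0.25 (adjusted p = 0.082 from limma), Actb -0.07, B2m 0.13, Ppia -0.19, Tbp -0.22 and Pgk1 -0.49 (adjusted p = 0.025 from limma).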
